# RNA Microarray Analysis in Prenatal Mouse Cochlea Reveals Novel IGF-I Target Genes: Implication of MEF2 and FOXM1 Transcription Factors

**DOI:** 10.1371/journal.pone.0008699

**Published:** 2010-01-25

**Authors:** Hortensia Sanchez-Calderon, Lourdes Rodriguez-de la Rosa, Marta Milo, Jose G. Pichel, Matthew Holley, Isabel Varela-Nieto

## Abstract

**Background:**

Insulin-like growth factor-I (IGF-I) provides pivotal cell survival and differentiation signals during inner ear development throughout evolution. Homozygous mutations of human *IGF1* cause syndromic sensorineural deafness, decreased intrauterine and postnatal growth rates, and mental retardation. In the mouse, deficits in IGF-I result in profound hearing loss associated with reduced survival, differentiation and maturation of auditory neurons. Nevertheless, little is known about the molecular basis of IGF-I activity in hearing and deafness.

**Methodology/Principal Findings:**

A combination of quantitative RT-PCR, subcellular fractionation and Western blotting, along with *in situ* hybridization studies show IGF-I and its high affinity receptor to be strongly expressed in the embryonic and postnatal mouse cochlea. The expression of both proteins decreases after birth and in the cochlea of E18.5 embryonic *Igf1^−/−^* null mice, the balance of the main IGF related signalling pathways is altered, with lower activation of Akt and ERK1/2 and stronger activation of p38 kinase. By comparing the *Igf1^−/−^* and *Igf1^+/+^* transcriptomes in E18.5 mouse cochleae using RNA microchips and validating their results, we demonstrate the up-regulation of the FoxM1 transcription factor and the misexpression of the neural progenitor transcription factors *Six6* and *Mash1* associated with the loss of IGF-I. Parallel, *in silico* promoter analysis of the genes modulated in conjunction with the loss of IGF-I revealed the possible involvement of MEF2 in cochlear development. E18.5 *Igf1^+/+^* mouse auditory ganglion neurons showed intense MEF2A and MEF2D nuclear staining and MEF2A was also evident in the organ of Corti. At P15, MEF2A and MEF2D expression were shown in neurons and sensory cells. In the absence of IGF-I, nuclear levels of MEF2 were diminished, indicating less transcriptional MEF2 activity. By contrast, there was an increase in the nuclear accumulation of FoxM1 and a corresponding decrease in the nuclear cyclin-dependent kinase inhibitor p27^Kip1^.

**Conclusions/Significance:**

We have defined the spatiotemporal expression of elements involved in IGF signalling during inner ear development and reveal novel regulatory mechanisms that are modulated by IGF-I in promoting sensory cell and neural survival and differentiation. These data will help us to understand the molecular bases of human sensorineural deafness associated to deficits in IGF-I.

## Introduction

Insulin-like growth factor I (IGF-I) is a member of the insulin family that regulates development and tissue homeostasis [1], [2]. It acts primarily by binding with high affinity to the IGF-I tyrosine kinase receptor (IGF1R) and its activity is modulated by IGF-binding proteins (IGFBP) [3]. IGF factors, receptors and binding proteins form the IGF system. Peak expression of IGF-I in the nervous system occurs during late embryonic and neonatal periods, although relatively high expression is maintained in areas of high plasticity, such as the olfactory bulb and hippocampus [4]. Mutations in mice have shown that IGF-I modulates survival, proliferation and differentiation of all the neural lineages studied, and it promotes synaptogenesis and dendritic arborisation in projection neurons [4], [5]. Activation of the IGF1R leads to phosphorylation of insulin-receptor-substrates and activation of the cytosolic serine-threonine MAP kinases and Akt kinases that induce the translocation of transcription factors to the cell nucleus, thereby initiating specific gene expression programmes [6], [7]. Deficits in IGF-I are associated with severe nervous system disorders, including neurodegenerative diseases, and treatment with IGF-I promotes neural cell repair and regeneration [8]. Homozygous mutations in human *IGF1* result in a wide range of disorders including intrauterine growth retardation, postnatal growth failure, microcephaly and mental retardation. They also cause severe bilateral sensorineural deafness (ORPHA73272; http://www.orpha.net; [9], [10], [11]).

Normal development of the inner ear depends on IGF-I signalling [12]. The auditory sensory epithelium is the organ of Corti, which is composed of linear rows of hair cells and supporting cells housed within the cochlea. The mouse inner ear develops from embryonic day (E)8 from the otic placode, a patch of ectoderm that invaginates and pinches off to form the otic vesicle from which all the sensory epithelial cells and sensory neurons are derived. By E15.5, the organ of Corti has acquired its full complement of cell types although it does not become functionally mature until the onset of hearing at postnatal day 12–14 [13]. *Igf1* null (*Igf1^−/−^*) mice are dwarfs that present organ-specific growth retardation and a 30% reduction in brain size. The impact on the nervous system includes loss of selective neuronal populations, hypomyelinization and reduced peripheral conduction velocities [14], [15]. As in man, IGF-I deficit in the mouse causes all-frequency bilateral sensorineural hearing loss and a delayed response to acoustic stimuli [16]. From postnatal day P5 cochlear development is severely impaired in mutant *Igf1^−/−^* mice, which develop a smaller cochlea with an immature tectorial membrane. In addition, these animals suffer aberrant synaptogenesis, abnormal innervation of the sensory hair cells in the organ of Corti, poor myelination and a significant decrease in the number and size of auditory neurons [17], [18]. The marked reduction reported in neural cell number at P20 is due to increased apoptotic cell death of both neurons and Schwann cells [17].

Here, we have explored the otic-specific targets of IGF-I signalling to further understand the function of this factor in the inner ear and how its deficit causes neurosensorial deafness. Comparative gene expression profiles from the cochlea of wild-type (*Igf1^+/+^*) and *Igf1* ^−/−^ mice at embryonic day E18.5 suggest that IGF-I modulates sensory cell differentiation and neural cell fate decisions during late otic development. The expression patterns of *Six6*, *Mash1* and *Fgf15* are altered in the cochleae of *Igf1^−/−^* mice. Changes also occur in the expression, protein levels and nuclear localization of *FoxM1*, a forkhead box transcription factor that is ubiquitously expressed in proliferating cells and one of its targets the cyclin-dependent kinase inhibitor p27^Kip^. *In silico* analysis of the promoter regions of differentially expressed genes selected from the microarray analysis of null versus wild type cochleae at E18.5, pointed to the transcription factor myocyte enhancing factor 2 (MEF2) as a novel downstream target of cochlear IGF-I signalling. The nuclear expression of MEF2A and D was lower in the absence of IGF-I. Thus, for the first time we show that MEF2 and FoxM1 activities are modulated by IGF-I in the mouse cochlea. These results also provide novel clues to the molecular mechanisms underlying otic development and the causes of neurosensorial deafness associated with defects in IGF-I.

## Materials and Methods

### Mouse Handling and Genotyping

Heterozygous mice in which the *Igf1* gene underwent targeted disruption were bred, maintained and genotyped as described [14], [17]. In brief, E18.5 *Igf1^−/−^* embryos on a C57BL/6J genetic background, which die at birth, were used for the DNA array study, whereas a hybrid MF1/129/sv genetic background was used to increase survival in the resultant null mice as described [14], [17]. Adult survival was around 20% of the newborn null *Igf1* ^−/−^ mice. Both mouse strains showed similar cochlear gene and protein expression profiles when tested at E15.5 and E18.5. Mouse genotypes were identified using the REDExtract-N-Amp™Tissue PCR Kit (XNAT, Sigma) following the manufacturer's instructions and with the following primer sets specific for the *Igf1* and neomycin genes (*Igf1* forward 5′-GTCTAACACCAGCCCATTCTGATT-3′; *Igf1* reverse 5′-GACTCGATTTCACCCACTC-GATCG-3′; neomycin forward 5′-GCTTGGGTGGAGAGGCTAT-CC-3′; and neomycin reverse 5′-CCAGCTCTTCAGCAATATCACGGG-3′). Hearing was tested in adult animals by recording auditory brainstem responses as described [16] (results not shown). Animals were humanely sacrificed and all procedures were in accordance with the European Council Directive (86/609/EEC) and the Bioethics Committee of the CSIC.

### Transcriptome Analysis by GeneChip Arrays

E18.5 was selected because most *Igf1^−/−^* mice die in early postnatal development. E18.5 cochleae from two *Igf1^+/+^* and two *Igf1^−/−^* embryos were dissected and pooled to obtain RNA. Three independent RNA pools of each genotype (6 mice) were isolated with Trizol (Invitrogen) following the manufacturer's instructions. The purity of RNA was assessed with an Agilent Bioanalyzer 2100 (Agilent Technologies). Six additional microarrays were hybridized with whole lung RNA obtained from the same mice or their siblings and were included in the analysis to compare the expression profiles of different organs (GSE17157; JGP manuscript in preparation).

Cochlear complementary RNA (cRNA) for hybridization to MOE430A Genechips® (Affymetrix) was prepared by sequentially generating cDNA with the one-Cycle cDNA Synthesis Kit, which was purified and used as a template in the in vitro transcription reaction for cRNA amplification and biotin labelling. The cRNA was then hybridized to the GeneChip® arrays and scanned with a GeneChip® Scanner 3000 7G 4C (Affymetrix).

An initial analysis was performed with MAS5.0 (Affymetrix) and Robust Multiarray Average (RMA) software [19], which indicated a very high variability that was associated with the biological variability and non-specific hybridization. Because most of the tissue-specific genes are expressed at low levels at this developmental stage, the high background signal of common genes generated a very high noise-to-signal ratio. The software package PUMA (Propagating Uncertainty in Microarray Analysis) was then used to estimate the gene expression levels. This package, integrated in the Bioconductor project (http://www.bioconductor.org), uses novel probabilistic models to analyse affymetrix GeneChip array data. Specifically, the multi-mgMOS (multi-chip modified gamma model for oligonucleotide signal) model was used to extract gene expression levels and their estimated uncertainties [20]. The analysis of the Fold change (FC) was used in combination with the Probability of Positive Log Ratio (PPLR) algorithm from the PUMA package, to reduce the number of false positives [21]. PPLR associates probability values (between 0 and 1) to each log ratio, which represents the probability of the log Ratio being positive. This probability is a measure of the false positive detection of differential expression and it allows the selected Differentially Expressed (DE) genes to be ranked in order of the robustness of the prediction. We defined DE genes in *Igf1^+/+^* mice as those that presented a positive FC greater than one log_2_ unit with an associated probability higher than 0.95. Conversely, in *Igf1^−/−^* mice we defined DE genes as those that presented a negative FC less than -1 with an associated probability lower than 0.05.

Genes were classified by their ontology and by the biological processes in which they are implicated using the PANTHER Classifications Systems software (http://www.pantherdb.org) and FATIGO+ (http://babelomics.bioinfo.cipf.es/).

### Transcription Factor Analysis

The promoter regions of up-regulated genes in the *Igf1^−/−^* mouse cochlea selected either by their DE ranking and/or their association with sensorial deficits in humans (*IL-13ra1*, *Fgf15*, *Foxm1*, *Six6*, *Rorb*, *Rp1h* and *Ush1c*), were compared using the MEME software (http://meme.sdsc.edu/meme/intro.html) to identify common motifs. The promoter regions were selected using the PromoSer database (http://biowulf.bu.edu/zlab/PromoSer/) extracting 1.5 Kb upstream and 50 bp downstream of the Transcription Start Site (TSS). Only motifs with a pair-wise correlation lower than 0.30 were selected and the selected motifs were searched for known transcription factor binding sites using TESS (http://www.cbil.upenn.edu/cgi-bin/tess/). Only the transcription factors sites with the highest Log-likelihood score were selected. Similarly, down-regulated genes with a FC>1 were grouped and the common motifs in the promoter region were analysed using either the method indicated above or the FATIGO+ software with similar results.

### Low Density Arrays and Quantitative RT-PCR

TaqMan® Low Density Arrays containing three replica probes for each of the twenty genes selected from the array data were hybridized with cDNA generated by reverse transcription (High Capacity cDNA Reverse Transcription Kit. Applied Biosystems). cDNA was prepared from three to five different RNA pools corresponding to six to ten mice for each genotype. Each RNA pool was isolated as described above from the pooled cochleae from two embryos or mice for each genotype taken at the following times: E15.5, E18.5, P5, P15, P30, P60 and P90. PCR was performed on an Applied Biosystems 7900HT Fast Real-Time PCR System and the genes were selected on the basis of their FC, physiological interest and the availability of appropriate TaqMan® probes. In addition, probes to test the temporal expression of the IGF system factors, receptors and transport proteins were used. Eukaryotic 18S rRNA was chosen as an endogenous housekeeping control gene and the estimated gene expression was calculated as 2^−ΔCt^, multiplying this value by a factor of 10^6^ to generate a clearer graphical representation. Alternatively, gene expression was analyzed by real time PCR using validated probes from TaqMan® Gene Expression Assays (https://products.appliedbiosystems.com/ab/en/US/adirect/ab?cmd=ABGEKeywordSearch; Applied Biosystems). Probes used are listed in Table S1 and included those for *Igf2*, *Irs2*, *Foxm1*, *Foxg1*, *Mash1*, *Mef2a*, *Mef2c and Mef2d*. Assays were done following manufacture's instructions and using as reference the expression levels of 18S. The relative quantification values (RQ) were calculated by the 2^−ΔΔCt^ method and data are presented as means of log_10_RQ.

### *In Situ* Hybridization

*In situ* hybridization was performed essentially as described previously [22], with minor modifications. The cDNA used to generate the *in situ* hybridization probes are detailed in Table S2 Three E15.5, E18.5 and P5 mice per genotype were tested in parallel in three independent experiments. No signal was obtained with the control sense probes (data not shown). Sections were incubated overnight at 70°C with 1 µg/ml of the digoxigenin-labeled probes, and binding detected by overnight incubation with alkaline phosphatase-conjugated anti-digoxigenin antibody (1∶3500, Roche), which was visualised with NBT (Nitro blue tetrazolium chloride)/BCIP (5-Bromo-4-chloro-3-indolyl phosphate, toluidine salt; 1∶50, Roche) or Fast Red (Roche) for fluorescence.

### Cochlear Morphology and Immunohistochemistry

Selected E15.5, E18.5, P5 and P15 cochlear sections were examined by dual *in situ* hybridization and immunohistochemistry as described in [23] using the primary antibodies summarized in Table S3. Sections were then sequentially covered with the secondary antibody solution (1∶100, biotin-conjugated anti-mouse IgG or biotin-conjugated anti-rabbit, Chemicon), and extravidin peroxidase (1∶200, Sigma). Finally, antibody binding was visualised using DAB as the chromogen and the sections mounted in Mowiol for observation under a Nikon 90i microscope. When indicated, Alexa Fluor 488 goat anti-rabbit, Alexa Fluor 546 goat anti-rabbit, Alexa goat anti-mouse 488 or Alexa donkey anti-goat 488 dyes (1∶400, Molecular Probes) were used as the secondary antibody. Three embryos or mice per genotype were tested in parallel in three independent experiments. Control experiments without primary antibody were carried out for each reaction and indicated that the staining pattern was specific for antigen recognition (data not shown).

### Cochlear Protein Extraction and Analysis

Frozen cochleae from E15.5, E18.5, P5, P15, P60 and P90 mice were pooled and homogenized in 200 µl of ice-cold RIPA lysis buffer containing 0.01% of the P8340 protease and P5726 phosphatase inhibitor cocktails (Sigma) and heated to 95°C for 5 min. Cochlear extracts were cleared by centrifugation at 11,800 rpm for 5 min at 4°C, and the supernatant was stored at −70°C until use. Three to six different pools from each genotype were used. When indicated, NE-PER® Nuclear and Cytoplasmic Extraction Reagent (PIERCE Biothecnology) was used to prepare the cytoplasmic and nuclear extracts from E18.5 and P15 cochleae as indicated by the manufacturers. The protein content of the samples was determined with the Coomassie® Plus Protein Assay Reagent Kit or Micro BCA Protein Assay Kit (PIERCE Biothecnology) using BSA as the standard.

Equal amounts of cochlear protein were subjected to SDS-PAGE on 8%, 10% or 15% polyacrylamide gels and the proteins were then transferred to PVDF membranes in a Bio-Rad Trans Blot apparatus according to the manufacturer's instructions. After incubation with a blocking solution, the membranes were probed overnight at 4°C with the appropriate primary antibodies summarized in Table S3. All antibodies were diluted in blocking solution except those against Akt, P44/42 ERK and p38 MAPK, which were diluted in TBS-T containing 5% BSA. The membranes were then washed and incubated with the appropriate peroxidase conjugated secondary antibodies for 1 h at RT. Immunoreactive bands were visualized by ECL (GE Healthcare Amersham) and the bands were quantified by densitometry with NIH Image J software. Statistical significance was estimated by Student's t-test after using Levene's test to confirm the equality of variances.

## Results

### Spatiotemporal Pattern of Expression of the IGF System Elements and Modulation of Target Kinase Activities in the *Igf1^−/−^* Null Mouse

Previous studies have shown that cochlear structures are positive for IGF-I immunostaining, which was observed in the stria vascularis, spiral limbus and sensory supporting cells, as well as in subpopulations of auditory ganglion neurons at postnatal day P20 [17]. However, because IGF-I is a hormone secreted by the liver, it was important to determine whether or not it was synthesised in the cochlea. To address this question we performed *in situ* hybridization for *Igf1* and *Igf1r* at stages E15.5, E18.5 and P5 (Fig. 1).

**Figure 1:**
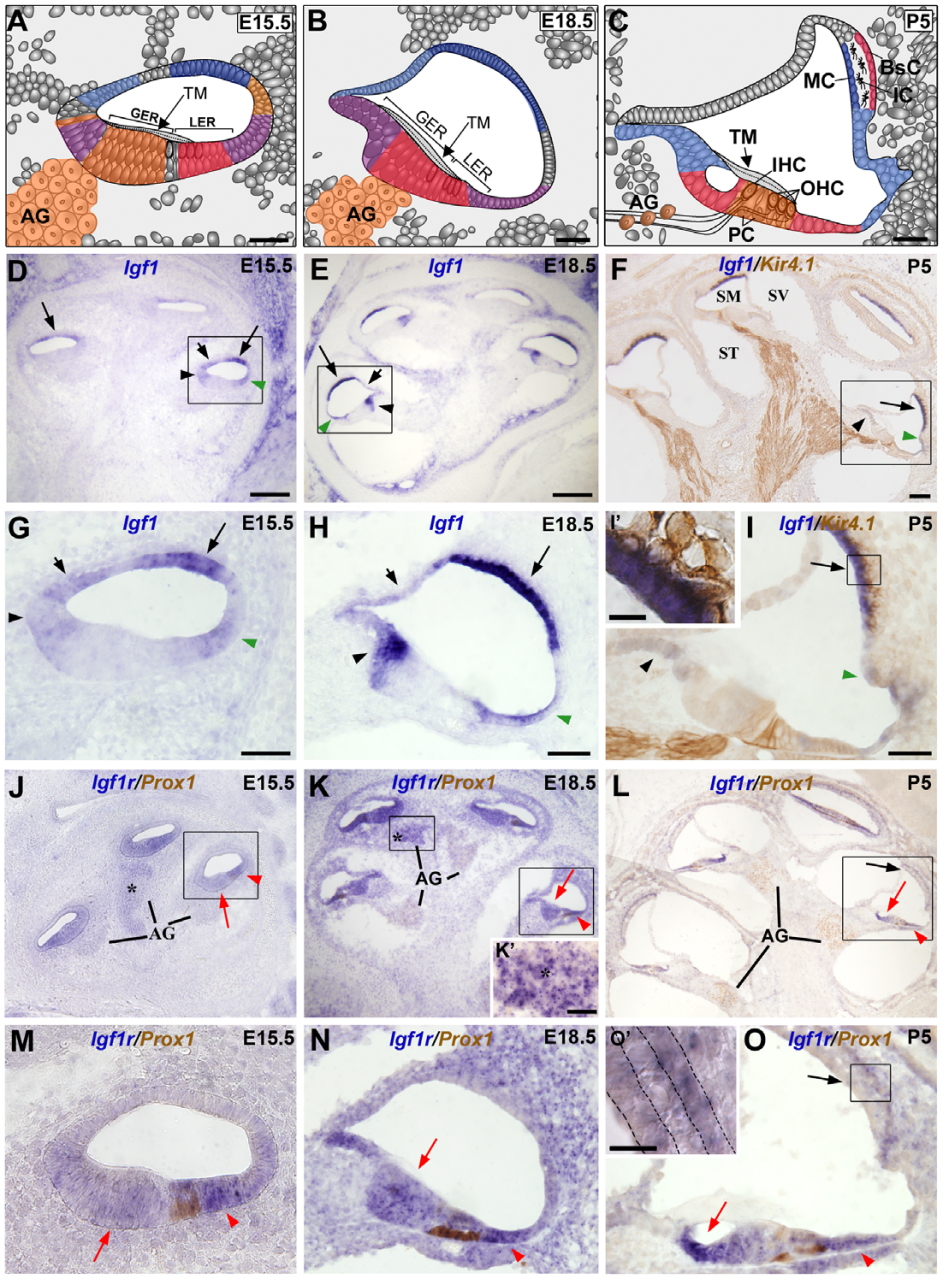
*Igf1* and *Igf1r* mRNA expression in the cochlea. (**A–C**) Cartoons of the organ of Corti at E15.5, E18.5 and P5 show the expression of *Igf1* (blue), *Igf1r* (orange and red) or both (purple). (**D–O**) *In situ* hybridization of *Igf1* (D-I,I') and *Igf1r* (J-O, O') in normal embryos at E15.5 (D,G,J,M), E18.5 (E,H,K,N) and in P5 mice (F,I,L,O). Dual immunostaining with anti-Kir4.1 was performed to identify the neural projections, the stria vascularis and pillar cells (F,I,I') and with anti-Prox1 to identify the pillar cells, Deiter's cells, and auditory neurons (J–O,O'). (**D-I**) *Igf1* expression was located in the stria vascularis (long black arrows), spiral limbus (black arrowheads), outer sulcus (green arrowheads) and Reissner's membrane (short black arrow). At P5 the *Igf1* expression in the stria vascularis was observed in the marginal cells (I'). (**J,K,M,N**) At E15.5 and E18.5, *Igf1r* was strongly expressed in the GER (red arrow) and weakly in the LER (red arrowhead). (**L,O**) At P5, *Igf1r* expression presented a complementary pattern to that of *Igf1* and was observed within the inner spiral sulcus (red arrows), Claudius and Hensen's cells (red arrowheads). *Igf1r* was also located in the AG (asterisk in J,K, K') and in the basal cells of the stria vascularis (O'). Three embryos per genotype were tested in parallel in three independent experiments. GER, greater epithelial ridge; IHC, inner hair cells; LER, lesser epithelial ridge; OHC, outer hair cells; PC, pillar cells; AG, auditory ganglion; SM, scale media; ST, scala tympani; SV, scala vestibuli; TM, tectorial membrane. Scale Bars: D,E,F, 150 µm (D,E,F,J,K,L); A,B,C, 50 µm; G,H,I, 50 µm (G,H,I,M,N,O); I', 10 µm; O', 20 µm and K', 30 µm.

At stages E15.5 and E18.5, the auditory epithelium can be divided into the greater epithelial ridge (GER), which includes the single row of inner hair cells, and the lesser epithelial ridge (LER), which includes the three rows of outer hair cells (Fig. 1A–B). By P5 (Fig. 1C), the structure of the organ of Corti more closely resembles that of the adult. *Igf1* and *Igf1r* temporal expression patterns are shown in Fig. 1A–C painted in blue and red tones, respectively. At E15.5, *Igf1* mRNA was strongly expressed in an area corresponding to the future stria vascularis and more weakly in those areas that will give rise to Reissner's membrane, the spiral limbus and the outer sulcus (Fig. 1D,G). The expression of Prox1 was used to define the LER (see Fig. 1M; [24]). At E18.5, *Igf1* was still expressed strongly in the stria vascularis and spiral limbus, while it was relatively weak in the outer sulcus and Reissner's membrane (Fig. 1E,H). The expression of *Igf1* was restricted by P5, when it was detected in the marginal cells of the stria vascularis and it overlapped with the cells expressing the Kir4.1 potassium channel (Fig. 1F,I,I'). Weaker expression was observed in the inner and outer sulcus.

*Igf1r* was ubiquitously expressed at E15.5 but it was stronger in the GER, LER and auditory ganglion (Fig. 1J,M). The expression pattern remained similar at E18.5 (Fig. 1K,N), although it was notably stronger in the apical turn of the auditory ganglion (Fig. 1K'). As with *Igf1*, the expression of *Igf1r* was more restricted by stage P5 and interestingly, the pattern was complementary to that of *Igf1* with this receptor being confined to the inner spiral sulcus, Hensen's, Claudius cells and the basal cells of the stria vascularis (Fig. 1L,O,O'). The pattern of expression of the *Igf1r* did not show any change in the *Igf1^−/−^* null mouse cochlea with respect to the wild type cochlea at the stages studied (E15.5, E18.5, P5 and P15; Fig. S1).

The temporal expression profiles of several genes of the IGF system were studied in the cochleae of *Igf1^+/+^* and *Igf1^−/−^* mice by qRT-PCR. These included *Igf1*, *Igf1r*, *Ins2*, *Igf2*, *Igfbp2* and *Igfbp3* at stages E15.5, E18.5, P5, P15, P30, P60 and P90. In *Igf1^+/+^* mice the expression of *Igf1* remained high during development, despite the modest postnatal decrease, while as expected it was absent in the *Igf1^−/−^* cochlea (Fig. 2A). *Ins2* was not detected in wild type or mutant mice, at any of the time points studied (data not shown). In contrast, *Igf2* expression remained high during development and dropped after birth, the expression levels of *Igf2* did not show statistically significant differences between wild type and mutant mice at any of the time points studied (data not shown). Expression of *Igf1r* in the *Igf1^+/+^* cochlea decreased dramatically from E15.5 to P5, and it increased with age thereafter (Fig. 2B). In the *Igf1^−/−^* cochlea, *Igf1r* was expressed at higher levels than normal after birth and it remained proportionally higher throughout the period studied (Fig. 2B). IGFBP expression has been reported in the cochleae of several species [25], [26]. High levels of *Igfbp2* and *Igfbp3* expression were detected at E15.5, although this expression diminished rapidly thereafter. There was slightly higher expression of these binding proteins in the cochleae of *Igf1^−/−^* null mice (Fig. 2C–D).

**Figure 2:**
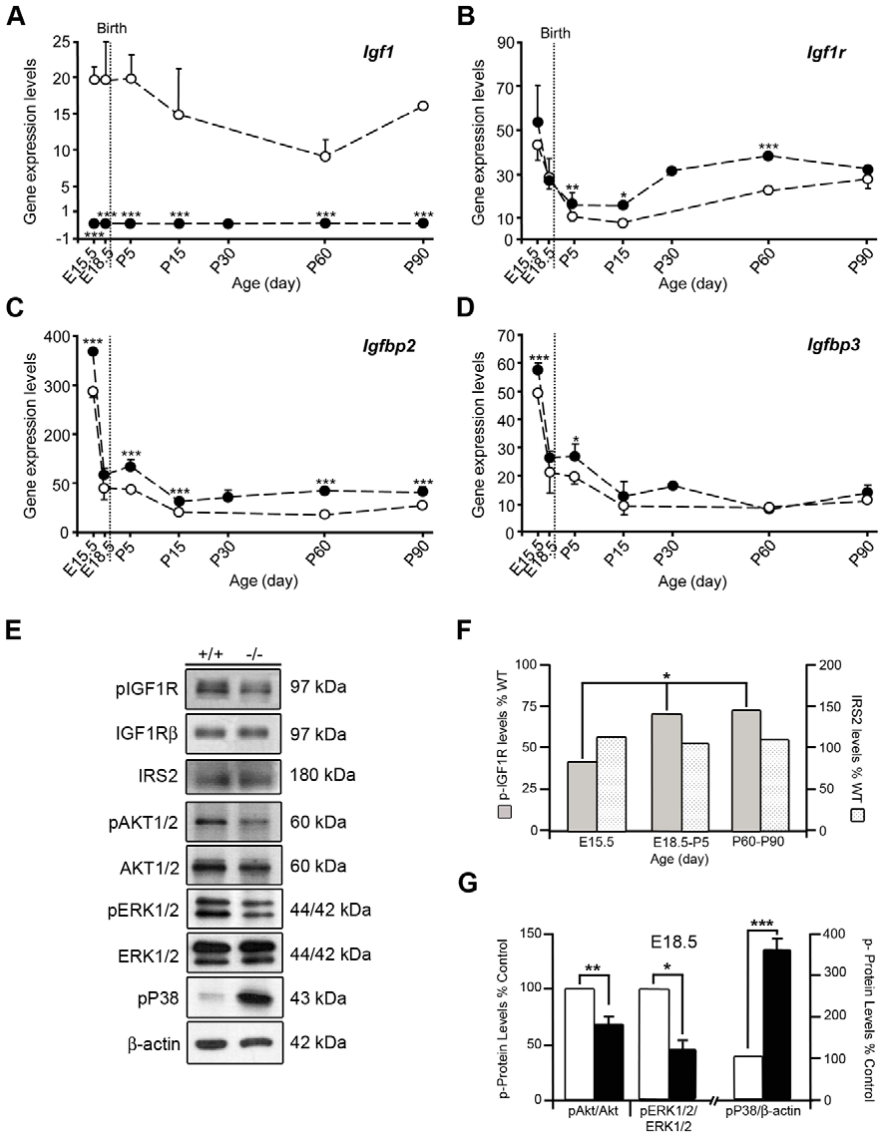
Time-course of mRNA expression of IGF-system genes and the activation levels of signalling mediators in the E18.8 cochlea. (**A–D**) mRNA expression levels of *Igf1*, *Igf1r*, *Igfbp2* and *Igfbp3* were analyzed by qRT-PCR in *Igf1^+/+^* (open circles) and *Igf1^−/−^* (closed circles) mice at E15.5 and E18.5 (n = 8), P5, P15, P30, P60 and P90 (n = 6). Eukaryotic 18S rRNA was used as the endogenous housekeeping control gene. The estimated gene expression was calculated as 2^−ΔCt^·10^6^. (**A**) *Igf1* expression was high in normal cochlea and absent in the null mice. (**B**) *Igf1r* expression in normal cochleae decreased dramatically from E15.5 to P5 and increased with age thereafter. In the *Igf1^−/−^* cochlea, *Igf1r* followed the same pattern but consistently presented higher levels at all time points studied. *Igfbp2* (**C**) and *Igfbp3* (**D**) mRNA levels were high at E15.5 but they dropped thereafter. Their profiles were slightly higher in the *Igf1^−/−^* cochlea. (**E**) IGF-I modulates IGF1R, ERK, Akt and p38 activation at E18.5. (**F**) Levels of phosphorylated-IGF1R and IRS2 in cochlear protein extracts from *Igf1^+/+^* and *Igf1^−/−^* mice were studied by Western blotting at E15.5, E18.5, P5, P60 and P90. Data are presented as percentage of *Igf1^−/−^* null mouse protein levels compared to the *Igf1^+/+^*. (**G**) To determine the levels of phosphorylated Akt^Ser473^, ERK and p38 MAPK, cochlear protein extracts from E18.5 *Igf1^+/+^* and *Igf1^−/−^* mice were analysed by immunoblotting. Membranes were re-probed with β-Actin as a loading control, and for the non-phosphorylated forms of AKT and ERK1/2. Films were scanned, densitometry performed by using ImageJ software and the levels were normalised by giving a value of 100 to the *Igf1^+/+^* mouse samples. Values are presented as mean±SEM of at least 3 different experiments involving at least 6 mice per condition for Akt, ERK and p38 MAPK. The statistical significance estimated by Student's t-test was as follows ***p<0.005; **p<0.01; *p<0.05.

Upon IGF-I binding, its high affinity receptor IGF1R tyrosine kinase activity is turned on and autophosphorylates receptor residues that act as docking sites for adaptor proteins like the insulin receptor substrate 2 (IRS2) [27], which in turn will activate downstream signalling pathways. Fig. 2E and Fig. S2 show that IGF1R is less phosphorylated in the *Igf1^−/−^* null mouse cochlea than in the wild type. Interestingly, there was a slight (30% p<0.05) increase in the tyrosine phosphorylation ratio of the IGF1R in the *Igf1^−/−^* from E18.5 to P90 when compared with the relative tyrosine phosphorylation ratio observed at E15.5; no changes could be shown for IRS2 levels at the times studied (Fig. 2F and S2).

IGF-I signalling is mediated by a network of intracellular mediators that include the phosphatidylinositol-3-kinase/Akt pathway and the mitogen-activated kinase cascades. In the E18.5 *Igf1^−/−^* null mouse cochlea there were reductions in the relative levels of activated phospho-Akt^Ser473^ (31%, p<0.01) and phospho-ERK1/2 (56%, p<0.05), whereas phospho-p38 MAPK was strongly activated (261%, p<0.005) when compared with the *Igf1^+/+^* wild type mouse cochlea (Fig. 2E,G). Akt and ERK1/2 MAPK activation are essential for cell survival and proliferation, whereas p38 MAPK forms part of the cellular response to environmental stress, such as ultraviolet light, heat, osmotic shock and inflammatory cytokines [28]. These data indicate that the IGF-I deficit at E18.5 diminishes the activity of the pathways that control cell proliferation and survival, whilst those involved in the cellular response to stress are heightened.

To recap, the main elements of the IGF system are present during the development of the cochlea and they are expressed in specific spatiotemporal patterns. IGF-I deficit affects the expression levels of the IGF system elements, and key IGF-I-activated signalling pathways are profoundly altered. These data, together with the reported morphological alterations and the profound sensorineural deafness that the deficit in IGF-I causes in mice and humans, prompted us to further study the molecular mechanisms underlying IGF-I activity in the developing mouse cochlea.

### Identification of Differentially-Expressed Genes in the E18.5 *Igf1^−/−^* Mouse Cochlea

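Values from 2 Affymetrix MOE430A arrays made from E18.5 cochleae were analysed, with the otic capsule in the dissected tissue and vestibular tissue left out. *Igf1*, the gene disrupted in the mutant, was read by 3 probe sets and was present on both arrays. Its level on the log2 scale was 11.42 on the array titled +/+ and 11.03 on the array titled −/− for the probe set of the highest level. It was 8.11 and 7.37 for the second and 7.78 and 7.23 for the third, in the same order of arrays. The genotype of the arrays is not settled by their labels. The array titled +/+ is described as *Igf1-/-* in its source name and description, and the array titled −/− is described there as *Igf1+/+*. Both arrays are therefore named by their titles, and each difference is the array titled −/− minus the array titled +/+, whatever the genotype behind it. The *Igf1* differences were −0.42, −0.75 and −0.58, in the order above. A difference of at least these sizes was found for 3.5%, 0.5% and 1.9% of the 1000 probe sets closest in level. Which part of *Igf1* the disrupted allele lacks is not given in the sources used here, so these probe sets do not settle the labels. By qRT-PCR, the paper reports *Igf1* as absent in the null cochlea (Fig. 2A).

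Each RNA pool of the paper came from 2 embryos, with 3 pools per genotype, while the labels give 8 cochleae per array. Whether a deposited column holds 1 array or a summary of several is not given in the sources used here. The paper first applied MAS5.0 and RMA and then estimated the levels with multi-mgMOS of the PUMA package, and which of these made the deposited values is also not given. The values are on the log2 scale with the lowest ones listed at exactly 0. Of 22626 probe sets that are not controls, 1310 were listed at 0 on the array titled +/+, 1028 on the array titled −/−, and 694 on both. The median level was 6.58 on the array titled +/+ and 6.63 on the array titled −/−, and the median difference of 0.022 was subtracted from every difference. With 1 array per title there are no replicates, so no test was made and no p-value is given, and the number of arrays limits the precision. The only repeat measurement is that between probe sets of the same gene, whose differences had a pooled SD of 0.61 over 12943 probe sets of 4956 genes. This SD was 1.18 for mean levels below 5.06, 0.27 for levels from there to 7.68, and 0.10 above. For genes with several probe sets, the probe set of the highest mean level is given unless another is named. The *Gapdh* control probe sets at the 3′ end exceeded those at the 5′ end by 0.27 on the array titled +/+ and 0.36 on the array titled −/−, and the 18S rRNA controls had mean levels of 6.57 and 7.38, respectively.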

To study the otic-specific gene targets of IGF-I, mRNA from whole cochleae of E18.5 *Igf1^+/+^* and *Igf1^−/−^* mice was hybridized with mouse ‘whole genome’ arrays (MOE430A) from Affymetrix. The results were submitted to the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE11821.

We used multi-mgMOS and the model developed by the PUMA group to estimate gene expression levels with credibility intervals that quantify the measured variance associated with the estimated target concentration within a sample. This within-sample variance is a significant source of uncertainty in oligonucleotide arrays, especially for genes expressed at low levels. Final targets were selected using the PPLR algorithm that reduces the number of false positives. Genes that presented a Fold Change higher than a log_2_ unit of 1 (FC<1 with P<0.05 and FC>1 with P>0.95) were selected for further analysis. 

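Among genes above the median level of all genes, 7.10, the 10 largest differences in each direction included contractile muscle genes and growth hormone on one side and surfactant protein C and immediate-early genes on the other. *Myh7*, the slow myosin heavy chain, was at 7.37 on the array titled +/+ and 9.10 on the array titled −/−, a log2 difference of 1.71. *Tnnc1*, *Myl2*, *Casq2*, *Tnni1*, *Ldb3* and *Itgb1bp2*, which are expressed in striated muscle, were also among the 10 genes with the largest positive differences, at 1.29, 1.27, 1.24, 1.20, 1.22 and 1.19. Growth hormone, *Gh*, differed by 1.87, the glycerol-3-phosphate dehydrogenase gene *Gpd1* by 1.36 and thrombospondin 4, *Thbs4*, by 1.15. In the other direction, surfactant protein C, *Sftpc*, was at 10.94 on the array titled +/+ and 7.47 on the array titled −/−, a difference of −3.49. The immediate-early genes *Fos*, *Egr1* and *Nr4a1* differed by −1.38, −1.07 and −0.87, transthyretin, *Ttr*, by −1.00, and connexin 26, *Gjb2*, by −0.80. *Smpdl3a*, *Rarb*, *Car8* and *Aldh18a1* complete the 10 largest negative differences, at −0.95, −0.90, −0.78 and −0.76. The *Aldh18a1* difference was −0.20 as a mean over its probe sets and −0.064 without the probe sets ending in _x_at or _s_at. All 17 measured genes of skeletal muscle were higher on the array titled −/−, as were 4 of 7 genes of the pituitary, while 13 of 14 genes of lung epithelium were higher on the array titled +/+.

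At the size limit of 1 log2 unit alone, 1418 probe sets were higher on the array titled −/− and 1140 on the array titled +/+. Of these 2558, 2483 (97.1%) had a mean level below 5.76, the 40th percentile, and 43 had a level above the median of all probe sets, 6.60. Over genes with a level above the median of all genes, 20 of 6196 had a difference above 1 and 4 had a difference below −1. With all values below the 25th percentile raised to it, 194 probe sets passed the limit in the first direction and 112 in the second. The second criterion of the paper, the PPLR probability, needs the uncertainties of all arrays and was not applied here.

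**Figure D1:**
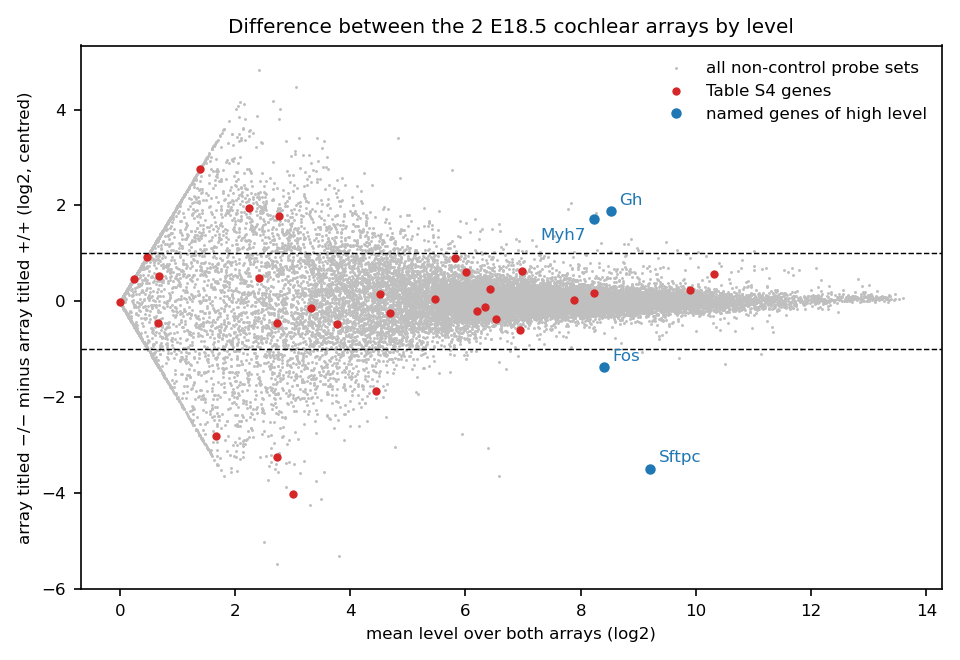
Log2 difference between the arrays (titled −/− minus titled +/+, centred on the median) against the mean log2 level over both arrays, with 1 point per probe set that is not a control, Table S4 genes in red and 4 genes of high level in blue. The dashed lines mark differences of 1 and −1, and the points spread widest below a level of 5.76, with *Sftpc* at −3.49 and *Gh* at 1.87 outside the spread at high level.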

Following these criteria, the expression of 167 genes was seen to be considerably lower and 64 genes were expressed more strongly in the absence of IGF-I. These genes were then compared with the NCBI *Mus musculus* gene database, and ordered by gene ontology and biological processes with the programs PANTHER and FATIGO+. This analysis identified the different biological processes and cellular activities of the cochlear genes affected by IGF-I deficit (Fig. S3). A further selection was carried out on the basis of biological function, reported expression in the inner ear or association with human deafness, as well as for technical parameters as the FC and the low-variance between arrays. Table S4 shows selected genes differentially expressed in the absence of IGF-I, which include genes related to sensorial defects (*Ush1c*, *Esrrb* and *Tub*), ion transporters (*Cacna1f*, *Kcnd2*, *Kcnmb1* and *Mlc1*), the acetylcholine transporters *Slc18a3* and *Slc5a7* and the strial functional modulators *Esrrb* and *Cldn18*, among others that have been previously reported as cochlear-expressed genes.

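Of the 33 genes in Table S4, 31 were measured under their own name, and 7 of these differed by more than 1 log2 unit between the 2 arrays. The largest difference was that of *Retnla*, a secreted resistin-like protein, at 5.01 on the array titled +/+ and 1.00 on the array titled −/−. The chemokine gene *Ccl11* was at 4.34 and 1.10, and the myeloperoxidase gene *Mpo* at 3.06 and 0.27, in the same order. *Tub*, whose mutation causes retinal and cochlear degeneration in mice, was higher on the array titled −/− by 0.63 at levels of 6.66 and 7.31, and a difference of this size was found for 2.2% of probe sets of like level. The heat shock gene *Hspb1* was higher there by 0.58 and the sulphate donor synthase gene *Papss2* by 0.24, both at levels above 9, while *Fibp* and *Il13ra1* differed by 0.029 and −0.12. The insulin receptor gene *Insr*, *Camk4*, *Akr1c13*, *Rorb* and *Alox12* differed by −0.48, −0.25, −0.45, 0.52 and 0.14, all at levels below 5. *Fgf15* was listed at 0 on the array titled +/+ and was at 0.94 on the array titled −/−, and *S100g* was listed at 0 on both. Of the 31 genes, 19 had a mean level below the 40th percentile of all probe sets, and 7 of the 18 genes with several probe sets had probe sets that differed in opposite directions.

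The signs of Table S4 are read here as in the text of the paper, with a positive value for a higher level in the null, while its methods tie a positive fold change to the wild type. If the titles hold, 7 of 10 genes given as higher in the null and 10 of 21 given as lower had a difference of that sign, and if the source names hold, the opposite sign applies to each. Across genes, which are not independent replicates, the difference had a Pearson correlation of 0.43 and a Spearman correlation of 0.41 with the array column of Table S4. The Spearman correlation was 0.14 with values raised to the 25th percentile, 0.25 with the probe sets of each gene averaged and 0.16 with the probe set of the largest difference, and under these settings 2, 5 and 5 of the 10 genes given as higher had a positive difference. With the probe sets averaged, 15 genes had the sign of the table and 15 the opposite one. The paper selected these genes on its own arrays, so this is no independent evidence of their direction. Of 13 genes with a qRT-PCR value in Table S4 and an array value here, 8 had the sign of the qRT-PCR value if the titles hold, 4 had the opposite sign and 1 had no difference, which does not settle the labels. Among the 4 genes with a level above the median of all genes, *Fibp*, *Papss2*, *Hspb1* and *Incenp*, none had the sign of the table if the titles hold. Of these, *Fibp* differed by 0.029, a size that 86% of probe sets of like level reached. *Incenp* was read from a probe set ending in _x_at and had the sign of the table, at −0.077, without such probe sets.

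**Figure D2:**
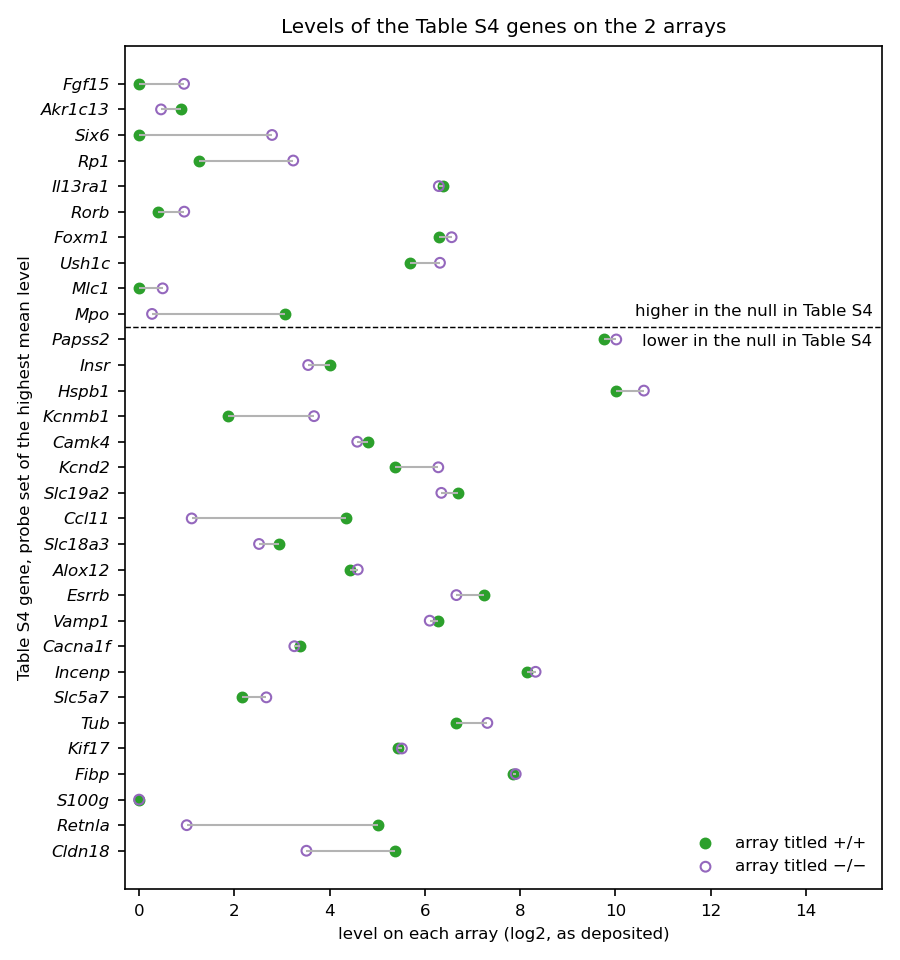
Log2 level of 31 Table S4 genes on the array titled +/+ (filled green) and the array titled −/− (open purple), joined by a line, with 1 probe set per gene and 1 value per array. Genes are ordered by the array value of Table S4, those given as lower in the null below the dashed line. *Retnla* and *Ccl11* are the genes with the longest lines, and 4 genes touch 0 on at least 1 array.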

To assess the organ specificity of the IGF-I target genes identified in this study, a parallel study was carried out on total RNA obtained from the lungs of *Igf1^−/−^* and wild type littermates (GSE17157; JGP, manuscript in preparation). The comparison of the differentially expressed genes obtained from both studies indicated that 94 genes were up-regulated in the lung, whereas only 64 genes were up-regulated in the cochlea. Interestingly none of these genes was common to the two tissues. In addition, 56 lung genes were down-regulated in the *Igf1^−/−^* mouse, in striking contrast to the weaker expression of 167 cochlear genes when compared to that in the wild type mouse cochlea. Only 3 genes were present in both databases: integrin alpha V (*Itgav*), solute carrier family 4 member 1 (anion exchanger - *Slc4a1*) and the ubiquitin specific peptidase 12 (*Usp12*).

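*Slc4a1*, the anion exchanger of red blood cells, was at 5.37 on the array titled +/+ and 3.90 on the array titled −/− for its strongest probe set. The difference was −1.49 and that of the next probe set was −2.50, sizes found for 3.1% and 0.3% of probe sets of like level. The last probe set was at 1.58 on the array titled +/+ and listed at 0 on the array titled −/−. *Itgav*, an integrin subunit, was at 9.91 and 9.88, a difference of −0.059, and *Usp12*, a ubiquitin peptidase, at 7.64 and 7.58, a difference of −0.086. The weaker probe sets of *Itgav* differed by 1.25 and −1.99, and those of *Usp12* by −1.55 and 1.01, in opposite directions for each gene. Among 9 measured genes of red blood cell precursors, the list that holds *Slc4a1*, 4, *Slc4a1*, *Klf1*, *Hba-a1* and *Hemgn*, were below −1 and 1, *Epb42*, was above 1. *Alas2* differed by −0.44, *Klf1* by −1.01 and *Ank1* by 0.86. The median of this list was −0.44, at percentile 2.33 of random lists matched on level. It was at percentile 3.35 after quantile normalization and 2.91 after loess. With values raised to the 25th percentile it was 0, with 1 gene below −1 and none above 1. Of the 9 genes, 2 were above the median of each array, so most of these differences were read at low levels. Genes of liver, which forms red blood cells in the fetus, were lower on the same array as well, with a list median of −1.47. Of these 6 genes, 1 was above the array median, and which tissue their values came from was not tested. The lung arrays were not used here, and the genotype behind these directions is not settled.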

The changes in the expression of 15 genes were confirmed by qRT-PCR using TaqMan probes where available, or by in situ hybridization. qRT-PCR has proven to be an efficient method to verify DNA array results and the predicted differences were confirmed for 68% of the genes studied (see Table S3). At E18.5, qRT-PCR of total cochlear mRNA confirmed that *Akr1c13*, *Fgf15*, *Foxm1*, *Mash1*, *Rp1h*, *Six6* and *Ush1c* transcripts were more strongly expressed in the cochleae of *Igf1^−/−^* mice [29], [30], [31], [32]. In contrast, *Foxg1*, which is involved in the morphogenesis of the mammalian inner ear [33], did not present a differential expression in the null mice (see Table S3).

These data contribute to our understanding of the molecular basis of the delayed maturation of the sensory epithelium reported in IGF-I deficit [17], extending the actions of this factor and highlighting a relationship with the Usher' syndrome molecules *Ush1c* [32], *Rp1h* [34] and *Tub* [35] whose mutations cause both deafness and blindness in men (ORPHA120433, ORPHA886).

Parallel *in situ* hybridization studies confirmed the aberrant cellular expression of *Six6* and *Mash1*, and of the fibroblast growth factor *Fgf15*. These genes were expressed in the *Igf1^−/−^* cochlea despite being absent or expressed at very low levels in the *Igf1^+/+^* cochlea. Within the central nervous system, *Six6* is expressed in the presumptive and differentiating neural retina, ventral optic stalk, olfactory placodes, hypothalamus, and pituitary gland [36]. Although *Six6* mRNA is not normally expressed in the auditory nerve at E18.5 (Fig. 3A,B), transcripts were clearly detected in the *Igf1^−/−^* mouse (Fig. 3D,E, arrows in E). The proneural bHLH transcription factor *Mash1* was also more strongly expressed in the auditory nerve (AN) of the E18.5 *Igf1^−/−^* mouse (Fig. 3C,F), overlapping the glial transition zone [37]. At P5, *Mash1* expression was similar between genotypes and was associated with neuronal bodies amongst fibres that were strongly labelled for myelin basic protein, which may suggest that at this stage *Mash1* positive cells are root neurones [38] (Fig. S4). These results suggest that IGF-I participates in late neural cell fate decisions in the auditory ganglia.

**Figure 3:**
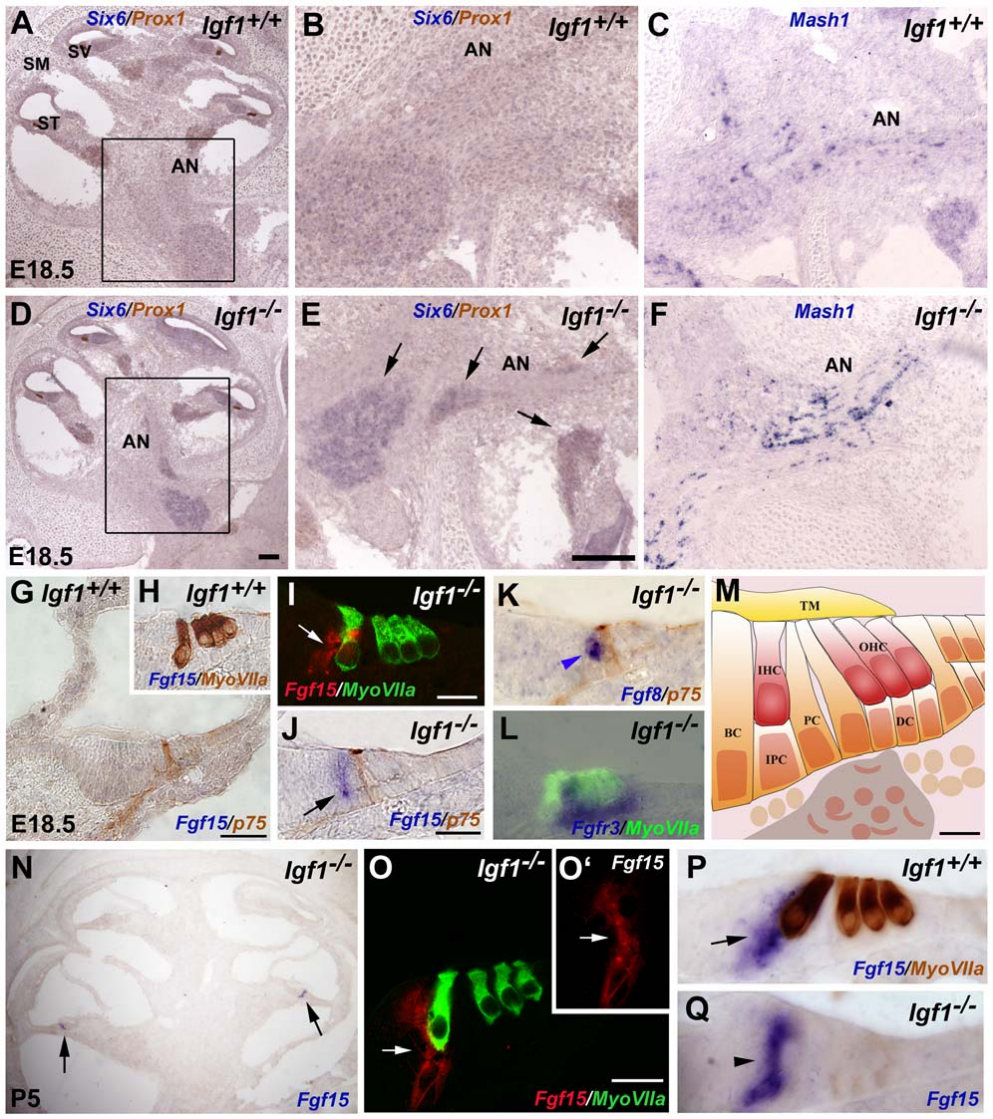
Up-regulation of *Six6*, *Mash1* and *Fgf15* in the embryonic cochlea of the *Igf1^−/−^* mouse. *In situ* hybridization for *Six6* (**A, B, D, E**), *Mash1* (**C, F**) *Fgf15* (**G–J and N–Q**), *Fgf8* (**K**) and *FgfR3* (**L**) transcripts was performed on cryostat sections from *Igf1^+/+^* and *Igf1^−/−^* E18.5 (A–F and G–M) and P5 (N–Q) cochleas. (**M**) Schematic drawing of the organ of Corti showing the different cell types at E18.5. *Six6* and *Mash1* expression was higher in the auditory nerve (AN) of E18.5 *Igf1^−/−^* cochlea. *Fgf15* mRNA expression located in the border cells (BC) and in the inner phalangeal cells (IPC) of E18.5 *Igf1^−/−^* mice (arrows in I,J), was absent in *Igf1^+/+^* mice (G,H). *Fgf8* (blue arrowhead in K) expression was detected in IHC in *Igf1^−/−^* and *FgfR3* (blue staining in L) transcripts were also detected in *Igf1^−/−^* supporting cells. At P5, *Fgf15* expression was observed in the IPC and BC in the basal turn of the cochlea of both *Igf1^−/−^* (arrows in N,O,O',P) and normal (arrowhead in Q) mice. Immunostaining for Prox1 (brown in A,B,D,E), MyosinVIIa (brown in H,P green in I,L,O) and p75 (brown in G,J,K) identified supporting cells, inner and outer hair cells and pillar cells respectively. Three embryos per genotype were tested in parallel in three independent experiments. DC, Deiter's cells; HC, hair cells; IHC, inner hair cells; OHC, outer hair cells; PC, pillar cells; SM, scala media; ST, scala tympani; SV, scala vestibuli; TM, tectorial membrane. Scale Bars: A, 100 µm (A,D,N); E, 100 µm (B, C, E, F); 50 µm (G); I, 20 µm (I,O,O'); and 30 µm (H,J,K,L,P,Q); M, 10 µm.

Fibroblast growth factors and their receptors have key roles during inner ear development [39], [40]. At E15.5 and E18.5, *Fgf15* is not normally expressed in the organ of Corti of wild type mice but transcripts from this gene were found in the inner phalangeal cells and border cells of the *Igf1^−/−^* mice at E16.5 and E18.5, close to the inner hair cells in the basal turn of the cochlea (data not shown and Fig. 3G,J). These transcripts were associated with the specific markers p75 for pillar cells and myoVIIa for hair cells (Fig. 3I,J, see reference cartoon in M). At P5, *Fgf15* expression in the border and inner phalangeal cells was very similar between genotypes (Fig. 3N–Q). Expression of *Fgf8* (Fig. 3K) and *Fgfr3* (Fig. 3L) was unchanged in the *Igf1^−/−^* cochlea at E18.5.

The expression profiles of *Akr1c13*, *Dnabj7*, *Fgf15*, *Fibp*, *Foxg1*, *Foxm1*, *Kcnd2*, *Kif17*, *Mash1*, *Shbg*, *Retnla*, *Rp1h*, *Six6*, *Slc19a2* and *Ush1c* at stages E15.5, E18.5, P5, P15, P30, P60 and P90 were studied in the cochleas of *Igf1^+/+^* and *Igf1^−/−^* mice by qRT-PCR. They were categorised in three groups: i) genes with profiles that differed during embryonic development, either increasing like *Akr1c13*, *Fgf15*, *Foxm1* and *Six6* (Fig. 4A) or decreasing like *Dnabj7* (Fig. 4B), in the *Igf1^−/−^* cochlea; ii) genes with profiles that differed during the postnatal stages, increasing like *Fibp*, *Shbg* (Fig. 4C), *Slc19a2* and *Rp1h* or decreasing like *Kif17* and *Retnla* (Fig. 4D) in the *Igf1^−/−^* cochlea; iii) genes that were affected by the absence of *Igf1^−/−^* throughout embryonic and postnatal development, such as *Mash1*, *Ush1c* (Fig. 4E) and *Kcnd2* (Fig. 4F). One example from each category is shown (Fig. 4).

**Figure 4:**
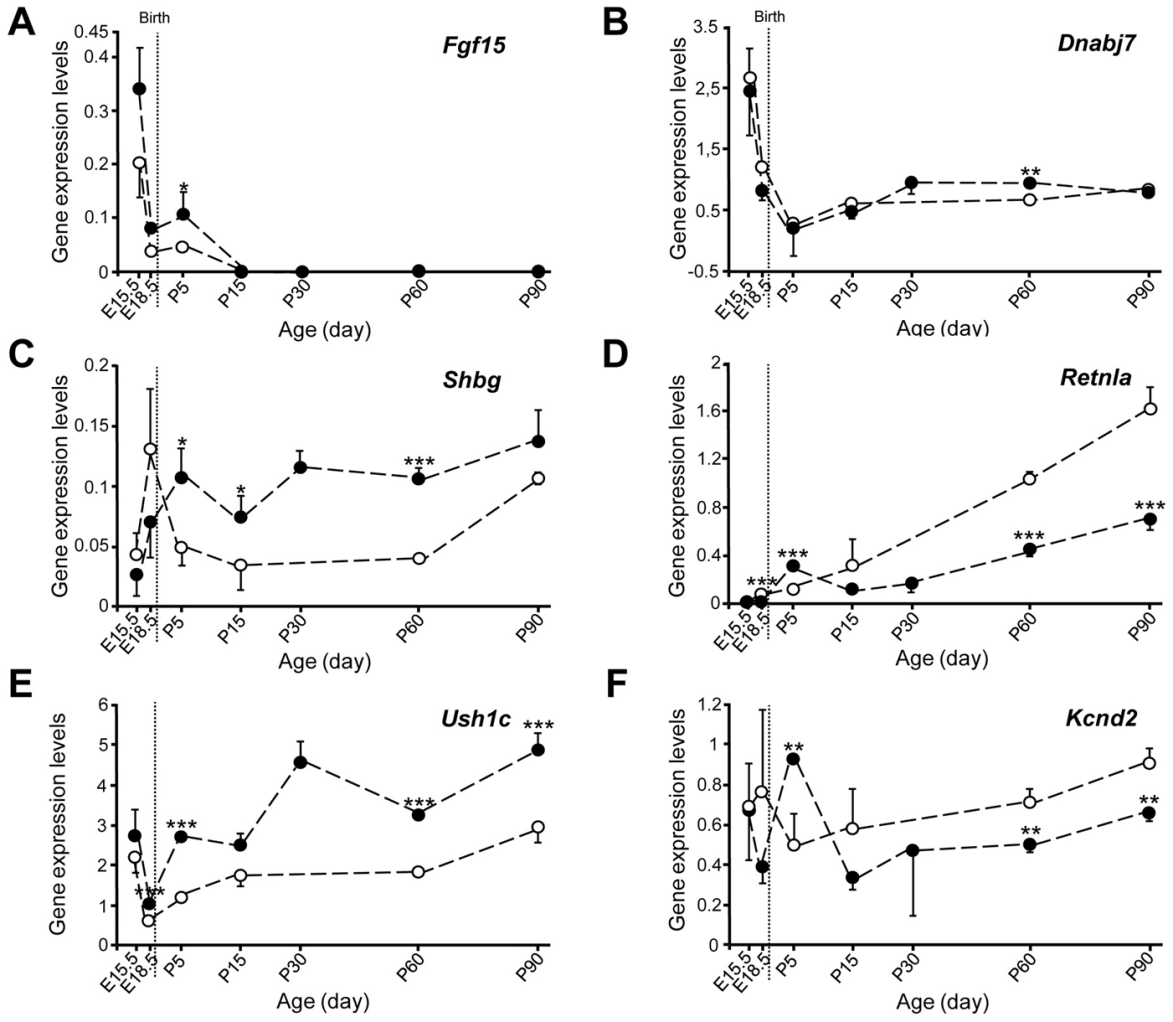
Time-course of IGF-I target gene mRNA expression. qRT-PCR analysis of mRNA from *Igf1^+/+^* (open circles) and *Igf1^−/−^* (closed circles) cochleae obtained at E15.5, E18.5, P5, P15, P30, P60 and P90. Eukaryotic 18S rRNA was used as the endogenous housekeeping control gene. Estimated gene expression levels are represented as 2^−ΔCt^·10^6^. *Fgf15* (**A**) and *Dnabj7* (**B**) expression profiles were similar, with high levels at E15.5 and lower levels from E18.5 onwards. Up to P5, more *Fgf15* transcripts and fewer *Dnabj7* transcripts were detected in the mutant cochlea. *Shbg* levels were higher from P5 onwards (**C**) whilst *Retnla* (**D**) expression increased with age. Although weaker in the *Igf1^−/−^* cochlea, *Ush1c* (**E**) mRNA levels were higher in the *Igf1^−/−^* cochlea and *Kcnd2* levels were lower from P15 onwards (**F**). Statistical significance estimated by Student's t-test was as follows ***p<0.005; **p<0.01; *p<0.05, with respect to wild type mice data (n = 6 mice/genotype).

### FoxM1 and MEF2 Levels and Intracellular Localization Are Differentially Regulated in the *Igf1* ^−/−^ Mouse Cochlea

In the mouse embryo, FoxM1 is associated with cell cycle control and DNA repair in neural progenitors and its expression decreases after differentiation [41]. FoxM1 prevents nuclear localization of the cyclin-dependent kinase inhibitor p27^Kip1^ and is essential for cytokinesis [42], [43]. In the E18.5 *Igf1* ^−/−^ mouse cochlea, *Foxm1* expression levels were up-regulated (+1.7 fold log_2_ change using Genechip Arrays and +1.2 with qRT-PCR) with respect to the wild type. 

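*Foxm1* was at 6.29 on the array titled +/+ and 6.56 on the array titled −/− for its strongest probe set, a log2 difference of 0.25. A difference of at least this size was found for 38.1% of probe sets of like level. The next one in level differed by 0.38, the third by −2.25 in the opposite direction and the weakest by 0.95. As a mean over these 4 probe sets the difference was −0.17. Of 25 measured genes of mitosis, many of them FoxM1 targets, none differed by more than 1 log2 unit. Of these, 17 were higher and 8 lower on the array titled −/−, with a median of 0.053 at percentile 87.6 of matched random lists. *Cdk1* differed by 0.17, *Top2a* by 0.10, *Cdc20* by 0.019 and *Cks1b* by −0.044. *Cdkn1b*, which encodes p27 Kip1, was at 8.46 and 8.37, a difference of −0.11. If the source names of the arrays hold in place of the titles, each of these signs turns.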

To further explore the possible functional consequences of this altered *Foxm1* expression, cytoplasmic and nuclear protein extracts from the whole cochlea of E18.5 and P15 mice were analyzed. At E18.5, nuclear FoxM1 protein levels were 154% higher (p<0.05) in *Igf^−/−^* mice, whilst the cytoplasmic component was 57% lower (p<0.005, Fig. 5A,B). In contrast, at P15, FoxM1 protein levels were only 13% higher in the nuclear extract of whole cochlea, whilst the cytoplasmic fraction was 50% lower (p<0.05, Fig. 5B) Cytoplasmic protein levels for p27^Kip1^ were 121% higher (p<0.05) in *Igf^−/−^* mice at E18.5 whilst the nuclear fraction was 27% lower (p<0.05) (Fig. 5B). At P15, p27^Kip1^ cytoplasmic levels were 24% higher in the *Igf1* ^−/−^ mouse and the nuclear fraction was 58% lower. These differences in subcellular localization of both FoxM1 and p27^Kip1^ in the *Igf1* ^−/−^ mouse cochlea suggested that FoxM1 may modulate the nuclear targeting of p27^Kip1^. The relative expression levels of *FoxM1* remained high during development and decreased at postnatal stages in the *Igf1* ^−/−^ with respect to the *Igf1* ^+/+^cochlea (Fig. 5C). At P15, FoxM1 protein was located in both genotypes at the stria vascularis, the auditory ganglia and in the organ of Corti (Fig. 5D–M).

**Figure 5:**
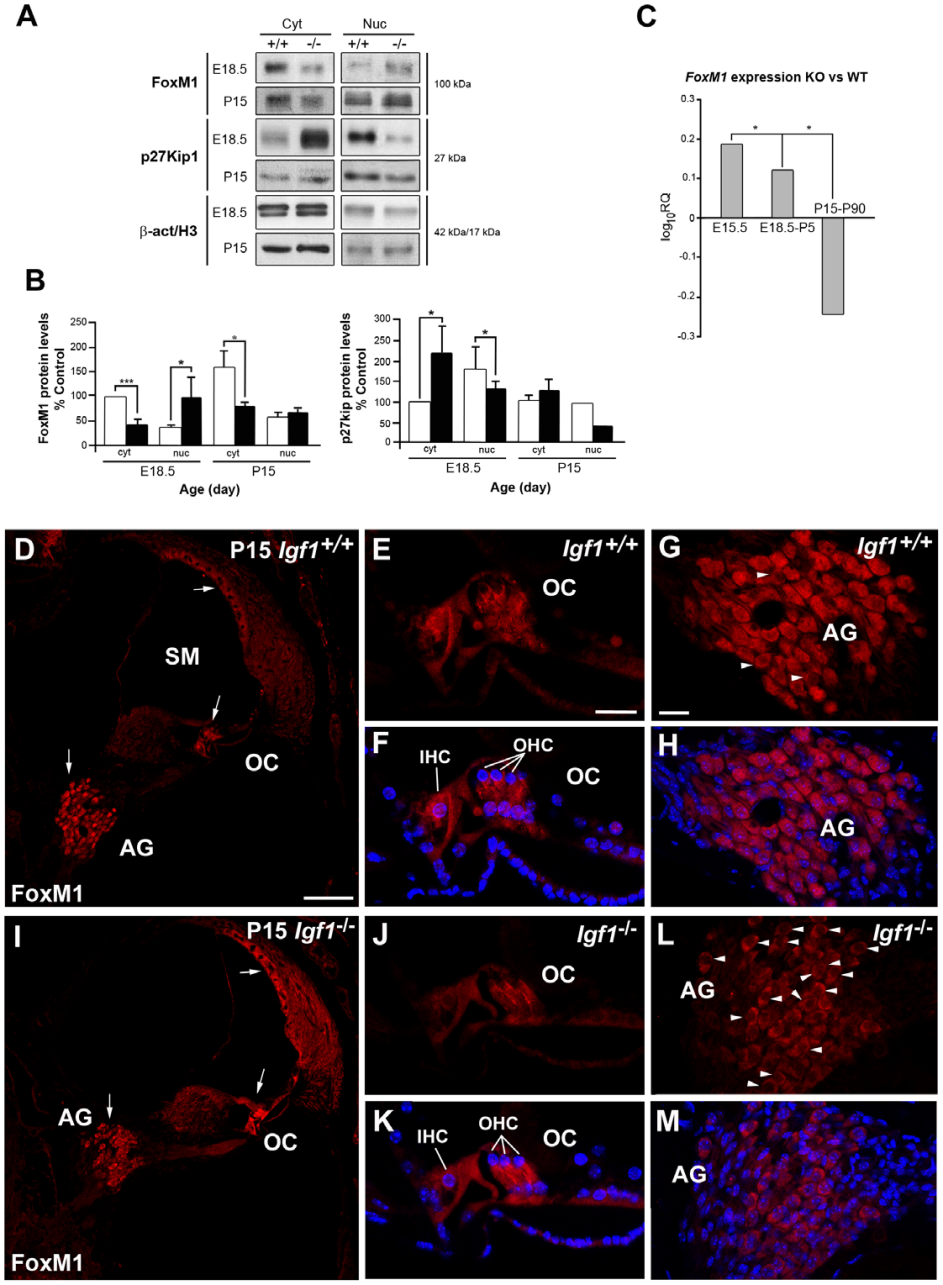
IGF-I deficiency modifies FoxM1 and p27^Kip1^ levels and intracellular localization. (**A**) Cytoplasmic and nuclear fractions of protein extracts obtained from at least 12 different E18.5 or P15 *Igf1^+/+^* or *Igf1^−/−^* mouse cochleas in at least six different experiments were immunoblotted to detect the presence of FoxM1 and p27^Kip1^. Blots were reprobed with β-actin (cytoplasmic fraction) or histone H3 (nucleus) as loading controls. The specific bands were measured by densitometry to determine the average expression with ImageJ software. Results were normalized by assigning a value of 100 to the cytoplasmic *Igf1^+/+^* and represented graphically in (**B**). (**C**) Relative quantification value (RQ) of *Foxm1* expression in the *Igf1^−/−^* cochlea compared to *Igf1^+/+^*, estimated by qRT-PCR at E15.5, E18.5-P5 and P15-P90. Data are presented as log_10_RQ average. (**D–M**) Localization of immunostaining for FoxM1 in the P15 *Igf1^+/+^* (D–H) and *Igf1^−/−^* (I–M) mouse cochlea. The expression was located in the AG, the stria vascularis and the organ of Corti (white arrows). Statistical significance estimated with the Student's t-test was: ***p<0.005; **p<0.01; *p<0.05, of mutant versus wild type mice data. Open and closed bars: *Igf1^+/+^* and *Igf1^−/−^* mice, respectively. Cyt, cytoplasm; Nuc, nucleus; AG, auditory ganglia, IHC, inner hair cell; OC, organ of Corti; OHC, outer hair cell; SM, scala media. Scale bars: D, 100 µm (D,I); E, 20 µm (E,F,J,K) and G, 20 µm (G, H, L, M).

To further identify common transcriptional regulators of the IGF-I cochlear target genes, the 5′UTR promoter regions (1.5 kb upstream) of the selected genes were searched using MEME software. Those with the lowest p-value for random recurrence were selected and were analysed with TESS. Finally, the consensus sequences with the highest probability of matching motifs were selected. From two different analyses of genes up-regulated in the *Igf1^−/−^* cochlea a possible binding site for the MEF2 transcription factor was identified with the strongest likelihood of alignment. There are four members of the MEF2 family of transcription factors, A to D, whose tissue expression and functions are not well known [44]. MEF2A and D are expressed in neuronal progenitors and specific neuronal populations and *Mef2c^−/−^* mice show aberrant neuronal migration during development and immature adult neurons [45]. In muscle cells, MEF2 levels are modulated by IGF-I, which delays MEF2 degradation by the ubiquitin-dependent proteasome pathway and promotes MEF2 translocation to the nucleus [46]. Here we study the cochlear expression and regulation of MEF2 family members by IGF-I (Fig. 6). Western blot studies showed that the levels and subcellular location of MEF2 were altered in the *Igf1^−/−^* cochlea when compared to the wild type control (Fig. 6A,B,C). At E18.5, MEF2A protein levels were 26% lower in the cytoplasm (p<0.05) and 32% lower (p<0.01) in the nucleus, whereas, at P15 both cytoplasmic and nuclear levels were 40% lower (p<0.05) (Fig. 6B). On the other hand, MEF2D protein levels in the E18.5 *Igf1^−/−^* cochlea were similar in the cytoplasm but 43% lower (p<0.05) in the nucleus, while at P15, they were lower in both fractions (25%, p<0.01, and 19% in the cytoplasm and nuclear fractions, respectively) (Fig. 6C). *Mef2a*, *Mef2c* and *Mef2d* temporal expression profiles were studied in the cochlea of *Igf1^+/+^* and *Igf1^−/−^* mice by qRT-PCR from E15.5 to P90 (Fig. 6D). *Mef2a* and *Mef2d* showed similar differences in expression level in embryonic and adult tissue, being slightly higher in *Igf1^−/−^* cochleae at E15.5 and lower at P5 and P90. In contrast, *Mef2c* expression levels were much lower at all ages and MEF2C protein was undetectable. Fig. 7 shows the localization of MEF2A and D immunostaining in the E18.5 and P15 mouse cochlea of both genotypes. MEF2A immunostaining was strong in E18.5 auditory ganglion neurons, although it presented a more diffuse cellular pattern in immature neurons of *Igf1* ^−/−^ mice (Fig. 7A,B,C). At P15, MEF2A immunostaining was visible in the auditory ganglion (Fig. 7I,J,K), pillar cells, Deiter's cells and inner hair cells (Fig. 7L,M) of both genotypes. MEF2D expression was observed in the auditory ganglia and organ of Corti at E18.5 (Fig. 7D,E,F,G,H) and P15 (Fig. 7N,O,P,Q). At E18.5, MEF2D label was strong and mostly located in the cytoplasm of the hair cells in the *Igf1* ^−/−^ (Fig. 7H), whereas at P15 immunostaining decreased in the null mouse (Fig. 7O,Q) and was strongly nuclear in the neurons and inner hair cells of the wild type cochlea (Fig. 7N,P).

**Figure 6:**
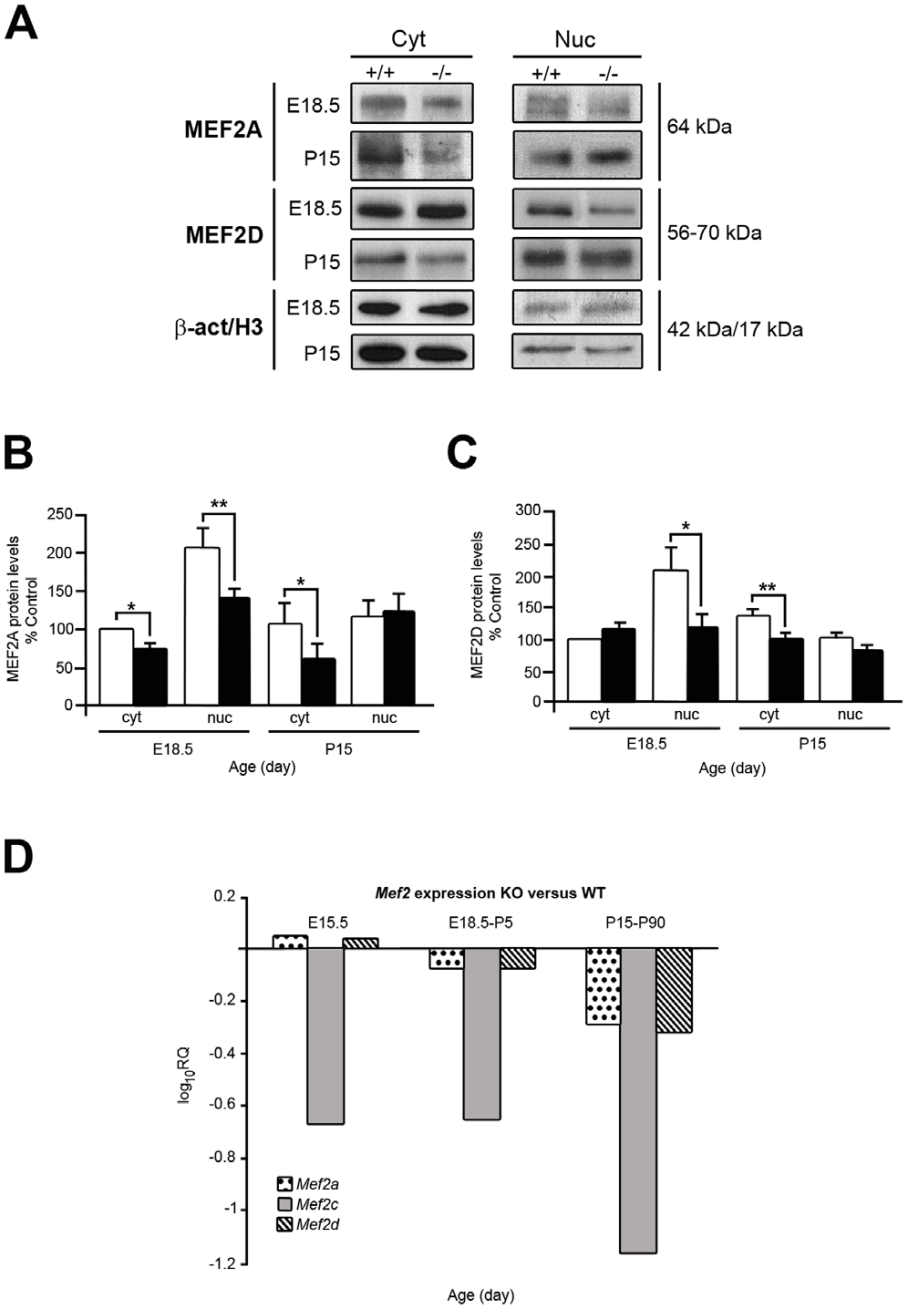
IGF-I deficiency modifies MEF2 levels and intracellular localization. (**A**) Cytoplasmic and nuclear fractions of protein extracts obtained from E18.5 and P15 normal or *Igf1^−/−^* mouse cochleae (n = 21, from at least 7 different experiments) were immunoblotted to detect the presence of MEF2A and MEF2D. Blots were re-probed with β-Actin (cytoplasmic fraction) or histone H3 (nucleus) as loading controls. The specific bands were measured by densitometry (ImageJ software) to determine the average expression. Results were normalized respect to β-actin or histone, a value of 100 was assigned to the scanned intensity of cytoplasmic forms in *Igf1^+/+^* and represented graphically in (**B,C**). (**D**) *Mef2a*, *Mef2c* and *Mef2d* expression was measured by qRT-PCR at E15.5, E18.5-P5 and P15-P90 data points in the *Igf1^−/−^* mouse cochleas and compared with the *Igf1^+/+^*. Data are presented as the mean of log_10_RQ. Statistical significance estimated with Student's t-test was: ***p<0.005; **p<0.01; *p<0.05. Open bars: *Igf1^+/+^* mouse; Closed bars: *Igf1^−/−^* mouse. Cyt, cytoplasm; Nuc, nucleus, β-act, β-actine; H3, histone 3.

**Figure 7:**
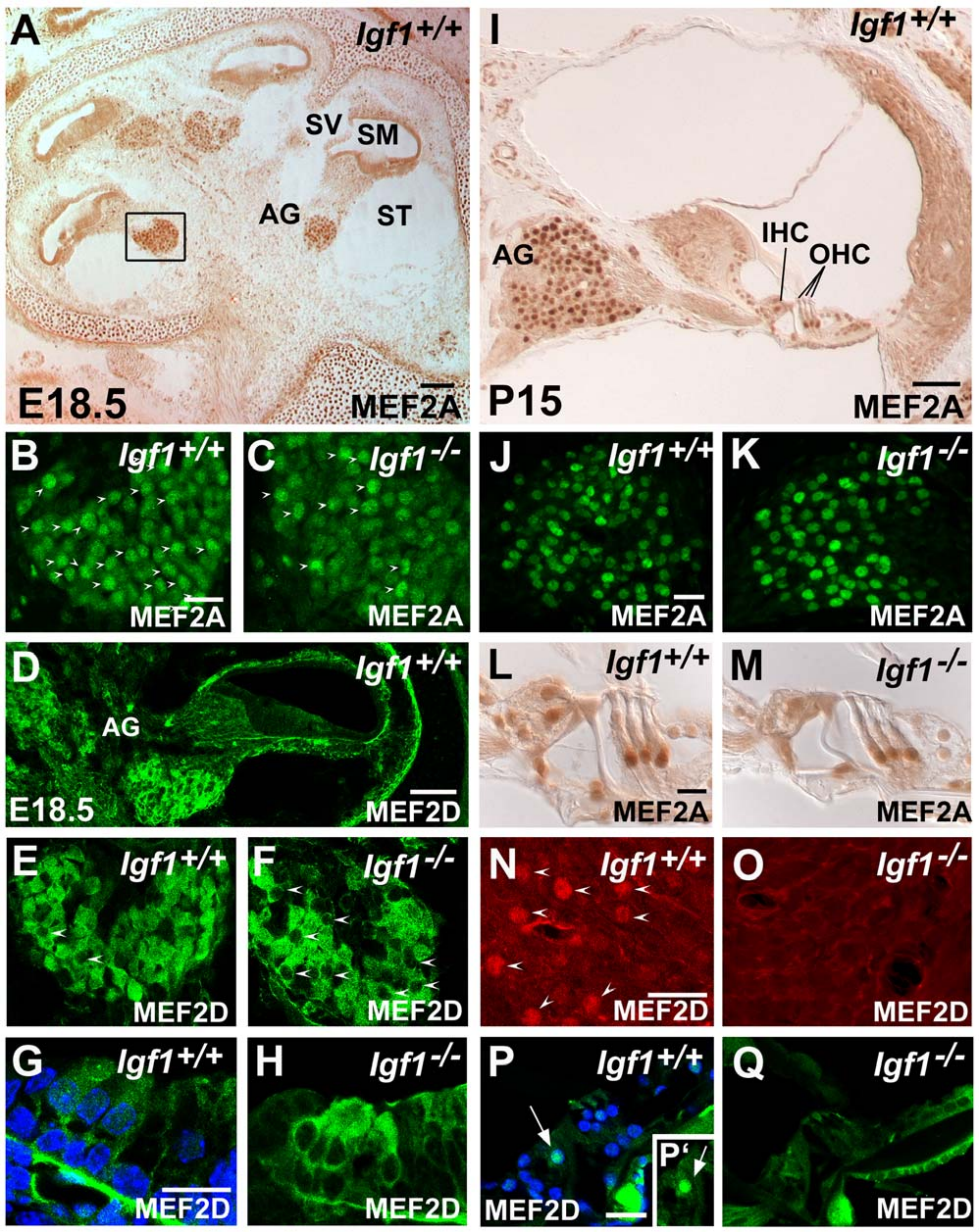
MEF2A and MEF2D immunolocalization in the cochlea of *Igf1^+/+^* and *Igf1^−/−^* mice. MEF2A expression in the cochlea of E18.5 (A,B,C) and P15 (I,J,K,L,M) *Igf1^+/+^* (A,B,I,J) and *Igf1^−/−^* (C,K) mice. At E18.5, MEF2A strongly stained the nuclei in the *Igf1^+/+^* auditory ganglion (arrowheads in B), whereas fewer nuclei appeared labelled in the *Igf1^−/−^* ganglia (arrowheads in C) where the staining appeared more cytoplasmatic. At P15, labelling was similar in the neurones (J,K), Deiter's cells, pillar cells and in the IHC (L,M) of both genotypes. MEF2D expression at E18.5 was shown in the auditory ganglia (E,F) and organ of Corti (G,H). MEF2D expression was less nuclear in the *Igf1^−/−^* (F, arrowheads pointing to unlabelled nuclei, H) than in the wild type mouse (E,G). At P15, MEF2D expression was observed in the nuclei of auditory neurons (N) and in the IHC (P,P') in the *Igf1^+/+^* but not in the *Igf1^−/−^* mouse (O,Q). AG, auditory ganglion; IHC, inner hair cells; OHC, outer hair cells; SM, scale media; ST, scala tympani; SV, scala vestibule. Scale bars:. A, 100 µm; B, 25 µm (B,C,E,F); D, 75 µm; I, 100 µm; G, 20 µm (G,H); J, 20 µm (J,K); L, 20 µm (L,M); N, 20 µm (N,O); P, 20 µm (P,P',Q).

## Discussion

We have studied the molecular mechanisms by which IGF-I regulates cochlear development and maturation by analyzing the following parameters in the *Igf1^+/+^* wild type and *Igf1^−/−^* null mouse cochleae: i) the spatiotemporal expression of IGF-system factors, receptors and binding proteins; ii) the activation of the main IGF-I signalling kinases Akt, ERK and p38; iii) total cochlear transcriptome changes caused by IGF-I-deficit by using mRNA arrays; and iv) transcription factors associated with neuronal cell cycle regulation modulated by IGF-I availability. We have found novel regulatory genes for cochlear development whose normal expression and activation depends on IGF-I. Severe syndromic deafness in man is associated with null mutations in *IGF1* [9], [10], [11] and also with low levels of IGF-I [47]. Accordingly, the *Igf1* ^−/−^ mouse shows poor growth rates, high mortality, profound sensorineural deafness and late postnatal morphological alterations in the cochlea [16] We have shown previously that the absence of IGF-I causes poor myelination and delayed maturation of auditory neurones that suffer apoptosis during the early postnatal mouse development P5-P20 [17], [18]. At birth, however, the *Igf1* ^−/−^ mouse cochlea is the normal size with the expected complement of cell types in the organ of Corti. At the molecular level, signs of delayed differentiation were obvious, but the molecular clues underlying this cochlear-specific phenotype were not clear. Here we show that IGF-I deficit could be compensated, at least in part, by increased expression of its high affinity receptor, which can also be activated by other insulin family factors, whose gene expression levels were unchanged. Typical IGF-I intracellular target kinases were also examined in the cochlea, and interestingly a 25% reduction in the activated forms of prosurvival Akt kinase and proliferation-associated ERK1/2 were found, with a dramatic increase in the levels of the stress kinase p38. Further analysis to uncover IGF-I targets in the cochlea was carried out by using gene microarrays to do a comparative analysis of the expression profiles of the developing cochlea in *Igf1^+/+^* and *Igf1^−/−^* mice.

Here, we have identified 231 genes that are differentially expressed in the cochlea of the *Igf1* ^−/−^ mouse. A subset of these genes was further studied by using a combination of complementary approaches to further understand IGF-I actions in the inner ear. To our knowledge, this is the first time that a comparative gene expression profile has been carried out in an *Igf1* ^−/−^ mouse tissue. 

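*Ush1c*, which encodes harmonin, was at 5.70 on the array titled +/+ and 6.32 on the array titled −/−, a log2 difference of 0.60 found or passed by 11.1% of probe sets of like level. Of 44 measured genes linked to inherited deafness, of which 4 are also in Table S4, 32 were lower and 12 higher on the array titled −/−. Their median was −0.22, below that of all 10000 random lists matched on level, and 4 genes, *Kcnq1*, *Kcne1*, *Eya4* and *Slc26a5*, were below −1 and 1, *Tmc1*, was above 1. Among those of the highest level, the thyroid hormone binding protein gene *Crym* differed by −0.54, *Col11a2* by −0.068, *Myh9* by −0.027 and *Actg1* by 0.099. Under no centring, quantile normalization and loess, 32 stayed lower and 9 higher. Of the 44 genes, 27 also stand in other gene lists used here, among them *Kcnq1* and *Kcne1* of strial marginal cells. The lists of strial marginal cells, tectorial membrane and otic mesenchyme were lower on the same array too, while those of skeletal muscle and hindbrain were higher. With values raised to the 25th percentile the median was −0.11, and 1 gene was below −1. Which genotype is the lower one is not settled by the labels.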

Fig. 8 schematically shows the localization of the differentially expressed genes in *Igf1* ^−/−^ cochleas that are known to be important for inner ear development or to be linked to inherited deafness (9% of total), including *Kcnd2*, *Slc19a2* and *Ush1c*. The later encodes the stereociliary protein harmonin and mutations in this gene cause Usher's Syndrome 1C [32]. Interestingly, the syndrome includes retinal degeneration, which is also associated with mutations in *Rp1h* [34], a gene expressed at higher levels in the *Igf1^−/−^* cochlea. 

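The 2 probe sets of *Rp1*, the gene named *Rp1h* here, gave opposite directions near the floor of the arrays. One was at 1.27 on the array titled +/+ and 3.24 on the array titled −/−. The other was at 3.62 on the array titled +/+ and was listed at 0 on the array titled −/−. Of 19 measured genes expressed in the retina, 4, *Lhx2*, *Rom1*, *Rp1* and *Six6*, were above 1 and 2, *Abca4* and *Rcvrn*, below −1. The list median was 0.28 at percentile 84.2 of random lists matched on level. It was 0 with values raised to the 25th percentile, where 1 gene was above 1 and none below −1. The photoreceptor genes *Pde6g*, *Gnb3* and *Crx* differed by −0.15, 0.14 and 0.50, at levels below 6. The direction by genotype is open, since the titles and source names of the arrays oppose each other.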

Over-expression of IGF-I causes profound alterations in the vascularisation of the mouse eye [48] but to our knowledge there are no reports of eye defects associated with IGF-I deficiency. In contrast, IGF-I deficit in the mouse severely impairs normal development of the olfactory bulb [49]. 91% of the genes we found differentially expressed in the *Igf1^−/−^* cochlea had not been described previously in the inner ear. For example, *Fgf15*, the ortholog of human and chicken *Fgf19*, presented an expression pattern suggestive of a novel contribution to cell fate specification within the sensory epithelia. This raises the question of the specific role of this member of the FGF family during inner ear development and of its possible regulation by IGF-I [12].

**Figure 8:**
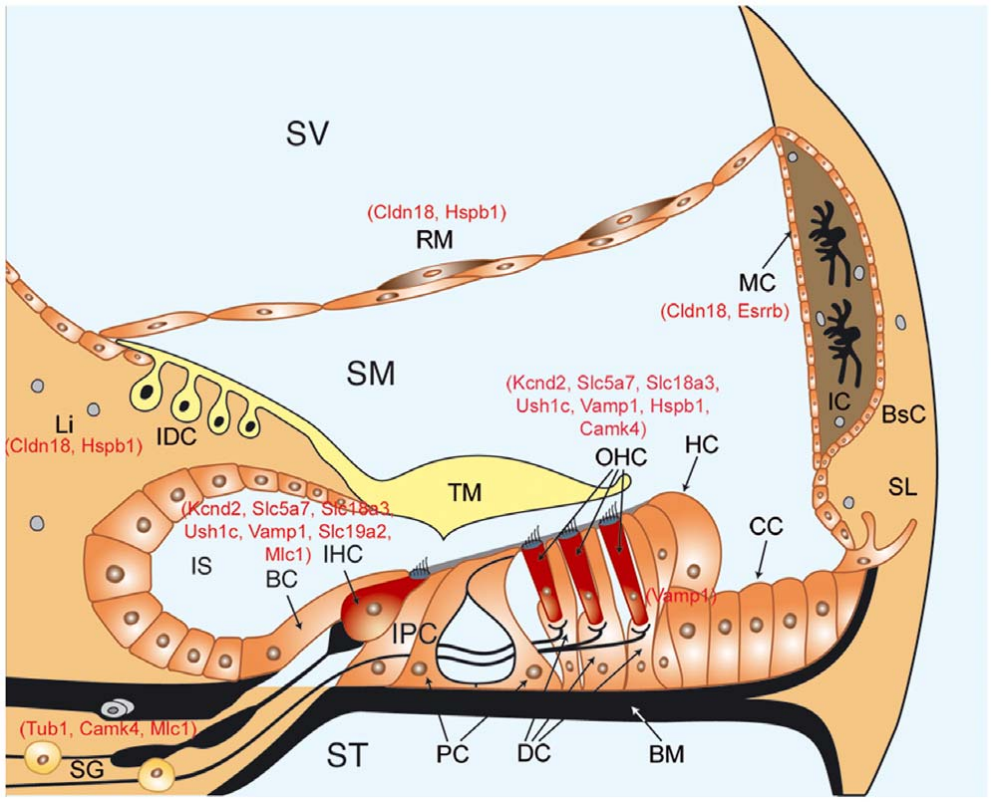
Differentially expressed genes in the IGF-I-deficient cochlea. Names of selected differentially expressed genes (red) are shown on a schematic drawing of the adult scala media. BC, border cells; BsC, basal cells; BM, basilar membrane; CC, Claudius's cells; DC, Deiter's cells; HC, Hensen's cells; IC, intermediate cells; IDC, interdental cells; IHC, inner hair cells; IPC, inner phalangeal cells; IS, inner sulcus; Li, spiral limbus; MC, marginal cells; OHC, outer hair cells; PC, pillar cells; RM, Reisner's membrane; AG, auditory ganglion; SL, spiral ligament; SM, scala media; ST, scala tympani; SV, scala vestibuli; TM, tectorial membrane.

Several transporters fundamental for the traffic of synaptic vesicles were also expressed differentially in the *Igf1^−/−^* cochlea, which is consistent with previous observations of aberrant synapsis at the inner hair cells [17]. For example, the thiamine transporter, *Slc19a2* [32], [50], the choline and acetylcholine transporters, *Slc5a7* and *Slc18a3* [51], and the membrane protein *Vamp1* were normally expressed in the inner hair cells of the mouse but their levels were consistently lower in the *Igf1* ^−/−^ cochlea. In contrast *Mlc1*, which encodes a protein located in the afferent fibers of the inner hair cells [52], was expressed at higher levels. These data support the idea that IGF-I is a key molecule for the maturation of the auditory neurons and the refinement of the synaptic connections at the inner hair cells.

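Of these genes, *Slc19a2* and *Vamp1* were above a level of 6 on both arrays for their strongest probe sets. The thiamine transporter *Slc19a2* was at 6.70 on the array titled +/+ and 6.35 on the array titled −/−, a log2 difference of −0.38 that 17.6% of probe sets of like level reached, while its weaker probe set differed by 2.12 and the mean over both was 0.87. *Vamp1* was at 6.29 and 6.10, a difference of −0.20 reached by 50.7% of such probe sets. The choline transporter *Slc5a7* was at 2.17 and 2.67 and the vesicular acetylcholine transporter *Slc18a3* at 2.95 and 2.52, differences of 0.48 and −0.45 that 78.1% and 77.5% of probe sets at their low levels reached. Of 17 measured genes of synaptic vesicles, which include *Vamp1*, *Slc5a7* and *Slc18a3*, 12 were higher and 5 lower on the array titled −/−. Their median was 0.25, at percentile 99.9 of matched random lists, but 0.079 at percentile 80.2 when the probe sets of each gene were averaged. Synaptobrevin 2, *Vamp2*, differed by 0.23, complexin 1, *Cplx1*, by 0.25, syntaxin 1A, *Stx1a*, by 0.19 and synapsin 1, *Syn1*, by 0.71. Genes of the hindbrain, and those of astrocytes and oligodendrocytes, were also higher on this array, with list medians of 0.53 and 0.47, of which the second became 0.0025 with values raised to the 25th percentile. Genes of Schwann cells, also glia, were lower, with a list median of −0.18. These directions follow the titles of the arrays, and the genotype behind them is not settled.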

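*Mlc1* was listed at 0 on the array titled +/+ and was at 0.50 on the array titled −/−. A difference as large was found for 41.7% of probe sets of like level. Of 18 measured genes of auditory neurons, 9 were lower and 8 higher on the array titled −/−, and *Neurog1* was listed at 0 on both arrays. The list median was −0.023 at percentile 30.9 of matched random lists. The direction depends on the choice of genes and probe sets, since the median was 0.097 at percentile 99.1 for the 14 genes above the median level of all genes and 0.23 at percentile 99.98 when the probe sets of each gene were averaged. The neurofilament genes *Nefl* and *Nefm* both differed by −0.18, and *Stmn2* and *Uchl1*, expressed in neurons of many kinds, by 0.45 and 0.37. Which genotype each title stands for is open.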

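The potassium channel gene *Kcnd2* was at 5.37 on the array titled +/+ and 6.28 on the array titled −/−, a log2 difference of 0.90 that 3.3% of probe sets of like level reached. Its other probe sets were also higher on the array titled −/−, with the next one differing by 0.46 and the weakest listed at 0 on the array titled +/+ and at 1.06 on the other. The channel subunit gene *Kcnmb1* was higher on the same array by 1.78 and, for its second probe set, by 1.59, at levels below 4 where 20.7% and 41.7% of probe sets differed as much. The kinesin gene *Kif17* was at 5.44 and 5.52, a difference of 0.056, and the calcium channel gene *Cacna1f* at 3.38 and 3.26, a difference of −0.15. Sizes of at least these were found for 89.7% and 90.9% of probe sets of like level. Of 16 measured potassium channel genes, 2, *Kcnn2* and *Kcnmb1*, were above 1 and 2, *Kcnq1* and *Kcne1*, below −1, with a median of 0.12 at percentile 76.5 of matched random lists. For 14 calcium channel genes the median was 0.021 at percentile 53.3, with *Cacna1g* at 0.015 and *Cacna2d2* at 0.26. With the source names of the arrays in place of the titles, the signs turn.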

Alterations in ion homeostasis and transport were also associated with IGF-I deficit because *Kcnd2*, *Kif17*, *Kcnmb1* and *Cacna1f* showed lower levels in *Igf1^−/−^* cochleae. *Kcnd2* encodes the K+ channel Kv4.2, which is expressed in neurons that innervate apical hair cells, which regulates dendritic excitability [53] and which is transported to the dendrites by the neuronal kinesin *Kif17* [54]. The calcium-activated potassium channel *Kcnmb1* is know to be expressed in the cochlea but the null mouse has no obvious cochlear phenotype or hearing impairment [55]. In contrast, the presence of the calcium channel *Cacna1f* had not been described previously in the mouse cochlea, but mutations in man and mouse cause retinal neurotransmission disorders [56], [57]. In addition, differentially regulated genes included Claudin 18 a tight junction protein expressed in the stria vascularis [2] and the estrogen related receptor Esrrb, whose mutations in man cause autosomal-recessive non syndromic hearing impairment and that is expressed and controls the development of the strial marginal cells [20], [21]. These data taken together suggest that ion homeostasis and vesicular transport are impaired in the deaf *Igf1^−/−^* mouse.

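*Esrrb* and *Cldn18* were both lower on the array titled −/−, as were the other measured genes of strial marginal cells. *Esrrb* was at 7.24 on the array titled +/+ and 6.66 on the array titled −/− for its strongest probe set, a log2 difference of −0.60 that 2.9% of probe sets of like level reached, and its second probe set differed by −1.86. *Cldn18* was at 5.37 and 3.51, a difference of −1.88 reached by 2.1%, and its second probe set was at 5.00 on the array titled +/+ and listed at 0 on the other. All 7 measured genes of strial marginal cells, a list that includes *Esrrb*, were lower on the array titled −/−, 4 of them, *Kcnq1*, *Bsnd*, *Lmx1a* and *Kcne1*, by more than 1 log2 unit. The potassium channel subunit genes *Kcnq1* and *Kcne1*, which carry potassium into the endolymph, differed by −2.42 and −3.73, the barttin gene *Bsnd* by −1.15, the cotransporter gene *Slc12a2* by −0.21 and *Atp1b2* by −0.024. The list median was −1.15, below that of all 10000 random lists matched on level. With values raised to the 25th percentile it was −0.58, and 1 gene stayed below −1. Of 9 genes of melanocytes and strial intermediate cells, 6 were lower on the array titled −/−, with a median of −0.22 at percentile 2.2 and with *Dct* and *Pmel* both at −0.54. The 14 measured genes of lung epithelium, a list that also holds *Cldn18*, had a median of −1.34 in the same direction. No replicate stands behind these values, and which genotype is the lower one is not settled by the labels. From its data on genes such as *Kcnd2*, *Kif17*, *Kcnmb1*, *Cacna1f*, *Cldn18* and *Esrrb*, the paper proposes impaired ion homeostasis and vesicular transport in the deaf mutant.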

Neuronal fate specification is mastered by transcription factors like *Six6* and *Mash1*, which are typically expressed in the central nervous system. *Six6* is a member of the Six/sine oculis family and it is known to be expressed in the developing and adult retina, in the optic nerve, and in the hypothalamic and pituitary regions [58], [59]. *Mash1* is a proneural transcription factor of the basic helix-loop-helix family, which participates in the commitment of neural progenitors, promotion of cell cycle exit and neuronal migration, and in the final specification of neuronal identities in the brain [60], [61]. Interestingly, both were increased in the *Igf1^−/−^* mouse embryonic cochlea, *Mash1* transcripts were visible in the central part of the auditory nerve at the glial transition zone [37], where Atoh1, another member of the bHLH transcription factor family [62], has been shown to play a central role in root neurons survival and on the functional maintenance of the peripheral and central auditory pathway [63]. 

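*Six6* was listed at 0 on the array titled +/+ and was at 2.79 on the array titled −/−. A difference as large was found for 8.9% of probe sets of like level. Of 11 measured genes of the bHLH and sine oculis homeobox families, 2, *Neurod1* and *Six6*, were above 1 and none below −1, with a median of −0.095 at percentile 9.4 of matched random lists. When the probe sets of each gene were averaged, this median was 0.19 at percentile 93.7, and with values raised to the 25th percentile it was 0. *Six2*, *Six5* and *Six4*, at levels between 7 and 9, differed by −0.12, −0.095 and −0.16, and *Atoh1*, which drives hair cell formation, was at 6.58 and 6.39, a difference of −0.21. The directions follow the titles of the arrays, with the genotype unsettled.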

Taken together these data suggest that these bHLH transcription factors are key players for the differentiation and survival of the neurons at the interface between the peripheral and central nervous systems.

IGF-I promotes a faster transition of the otic neural progenitors to a mature neuronal state in the developing chicken inner ear [12], [64]. These data taken together suggest that IGF-I represses the expression of *Six6* and *Mash1* during normal inner ear development either directly or indirectly to facilitate neuronal differentiation.

It is known that IGF-I is a key factor for cell cycle progression and DNA repair and several cell types in the *Igf1^−/−^* mouse, including cochlear neurones, are smaller and more immature than those of the wild type mouse [17], [18], [65]. Here we show that in the cochlea, IGF-I deficit causes an increase in IGF1R expression levels although there is a net reduction in the ratio of tyrosine phosphorylation, an increase in the activated phospho-p38 stress kinase, and a decrease in the levels of the active phosphorylated forms of the kinases ERK1/2 and Akt, the main intracellular executors of IGF-I actions, indicating that the balance between cell proliferation, survival and differentiation is altered. However, the complexity of the regulation of cellular processes was evidenced by the contrasting increase in the expression levels of the forkhead transcription factor *Foxm1*. FoxM1 is essential for mitotic progression and for the transcriptional response during DNA damage/checkpoint signalling [42], [66], [67]. Its presence in the developing cochlea had not been reported previously. Its increased activation in the *Igf1^−/−^* cochlea was confirmed by its nuclear localization and by the inhibition of one of its downstream targets, the cyclin-dependent kinase inhibitor p27^Kip1^. In contrast, transcripts for other cell cycle proteins, such as INCENP, were expressed at lower levels, suggesting problems in chromosome segregation [68]. 

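*Incenp* was at 8.14 on the array titled +/+ and 8.33 on the array titled −/− for its strongest probe set, which ends in _x_at. The log2 difference of 0.16 was reached by 26.6% of probe sets of like level. The next probe set was at 7.13 and 7.07, a difference of −0.077, and the weakest differed by −0.45, so the direction depends on the probe set. As a mean over the probe sets the difference was −0.12. Of the other members of the chromosomal passenger complex, the survivin gene *Birc5* differed by 0.045 and the kinase gene *Aurkb* by −0.031. Of 20 measured genes of DNA replication, none was beyond 1 log2 unit, and their median was −0.032 at percentile 21.7 of matched random lists. *Pcna* differed by −0.0098, *Mcm7* by −0.079 and *Slbp* by −0.14.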

In early postnatal cochleae from *Igf1^−/−^* mice there is increased neuronal apoptosis and delayed neuronal maturation, but there is no evidence for altered cellular proliferation or cell damage [17]. These data suggest that FoxM1 activation compensates for the unbalanced progression through the cell cycle caused by IGF-I deficit.

Further insight into IGF-I cochlear targets was obtained by *in silico* analysis of the promoters of IGF-I-modulated genes that unveiled a potential role for MEF2 and its modulation by IGF-I in the cochlea. MEF2 is essential for myogenic and neuronal differentiation [45], [69]. In both cell types, IGF-I activates MEF2 by decreasing its degradation rate and by preventing its translocation from the nuclei to the cytoplasm [46], [69]. MEF2D is expressed in sensory neurons during development and it is regulated by a TrkA-dependent ERK5 pathway that promotes neuronal survival [70]. MEF2 is activated by the Raf/MAPK cascade [46] and also by p38 MAPK [71]. Here we show that MEF2A and D but not C are highly expressed in the nuclei of embryonic mouse auditory ganglion neurons and that nuclear MEF2 protein levels are lower in the developing *Igf1* ^−/−^ cochlea. These data reinforce the conclusion that MEF2A and D are key targets for otic IGF-I action and that they may have a fundamental role during cochlear development. To our knowledge, this is the first time that MEF2 transcription factors expression has been reported in the auditory ganglia.

In summary, we show that *Igf1* and *Igf1r* are expressed in the developing mouse cochlea with complementary cellular patterns. The stria vascularis apparently provides an intra-cochlear source of IGF-I. Analysis of IGF-I-deficient cochlea showed that the signalling levels of Akt and ERK1/2 were lower and that p38 activation was significantly higher. Transcriptional profiling of the *Igf1* ^−/−^ cochlea identified potential novel IGF-I targets, including factors like *Six6*, *Mash1* and *Fgf15*. Finally, the transcription factors *FoxM1*, *Mef2a* and *Mef2d* are expressed in the developing inner ear and their sub-cellular localisation is modulated by IGF-I availability. The results presented here offer new insight into the mechanisms by which IGF-I support sensory cell and neuronal survival and differentiation in the auditory receptor, and reveal novel regulatory mechanisms of the cell cycle during cochlear development.

## Supporting Information

Figure S1 Spatiotemporal expression patterns of *Igf1r* mRNA and IGF1R protein in the *Igf1^+/+^*and *Igf1^−/−^* mouse cochlea. (A–F) shows that the mRNA expression of *Igf1r* was identical in the two genotypes. (A,B,C) P5 *Igf1^+/+^* and (D,E,F) P5 *Igf1^−/−^* mice. IGF1R protein was shown at the organ of Corti and in the auditory ganglion at E15.5 (G,H) and E18.5 (I,I',J,J') with similar cellular localization between genotypes. At P15, the expression was located mainly in the neurons of the auditory ganglion (K,L), no differences could be observed. AG, auditory ganglion; BsC, basal cells IHC, inner hair cells; MC, marginal cells; OC, organ of Corti; OHC, outer hair cells; SM, scale media; ST, scala tympani; SV, scala vestibule, TM, tectorial membrane. Scale bars: A, 150 µm (A,D); B, 20 µm (B,C,E,F); G, 20 µm (G,H); I, 100 µm (I,J); I', 20 µm (I',J'); K, 20 µm (K,L).
(3.53 MB DOC) Click here for additional data file.

Figure S2 IGF-I deficiency modifies IGF1R phosphorylation levels.Protein extracts obtained from E15.5, E18.5, P5, P60 and P90 *Igf1^+/+^* or *Igf1^−/−^* mouse cochleas (n = 6, from at least 2 different experiments) were immunoblotted to detect the presence of pIGF1R. Blots were re-probed with IGF1R as loading control. The specific bands were measured by densitometry (ImageJ software) to determine the average expression. Results were normalized, a value of 100 was assigned to the scanned intensity of the E15.5 *Igf1^+/+^* cochlear extract. Statistical significance estimated with Student's t-test was: **p<0.01; *p<0.05. Open bars: *Igf1^+/+^* mouse; Closed bars: *Igf1^−/−^* mouse.
(0.05 MB TIF) Click here for additional data file.

Figure S3 Clustering of the differentially expressed genes in *Igf1^−/−^* cochleas grouped according to their functional category. The 231 genes differentially expressed (closed bars), were classified by their biological annotation compared with all *Mus musculus* genome annotations in the NCBI (open bars). The statistical analysis of the biological processes included a Bonferroni correction for multiple testing and processes were selected at p<0.05. The differentially expressed genes are implicated in the following biological processes: signal transduction, developmental process, ligand-mediated signalling, cell communication, immunity and defence, cytokine and chemokine mediated signalling, muscle contraction, lipid, fatty acid and steroid metabolism, granulocyte-mediated immunity and homeostasis.
(0.20 MB TIF) Click here for additional data file.

Figure S4 *Mash1* expression in the *Igf1^+/+^*and *Igf1^−/−^* P5 mouse auditory nerve.(A–K) *Mash1* in situ hybridization was performed on cryostat sections in *Igf1^+/+^* (A–G) and *Igf1^−/−^* (H–K) cochleas at P5. Axons in the auditory nerve (AN) were recognised by 3A10 immunostaining (red C,D,F,G,J,K). At P5, *Mash1* expression in the auditory nerve did not show differences between genotypes (B–G,I–K). B, E and I are higher magnification images of the boxed areas in A and H, respectively. D,G,K are merge images of *Mash1* and 3A10 labelling. (L–S) Double in situ hybridization of *Mash1* (red; L,P,O,S) and inmunohistochemistry of myelin basic protein (green, MBP; M,Q,O,S). Cell nuclei were stained with DAPI (blue; N,R,O,S). *Mash1* expression was perinuclear and was associated at P5 to the soma of cells, probably root neurones, embedded in auditory axons (white arrows; L–S). Three embryos per genotype were tested in parallel in three independent experiments. AN, auditory nerve; SM, scala media; ST, scala tympani; SV, scala vestibuli. Scale bars: H, 150 µm (A, H); K, 30 µm (B–G,I–K), L, 35 µm (L–O); P, 20 µm (P–S).
(7.24 MB TIF) Click here for additional data file.

Table S1 Summary of inventoried TaqMan probes used for qRT-PCR. Applied Biosystems: https://products.appliedbiosystems.com/ab/en/US/adirect/ab?cmd=ABGEKeywordSearch.
(0.06 MB DOC) Click here for additional data file.

Table S2 Summary of cDNAS used to generate the *in situ* hybridization probes. Prior to the *in situ* hybridization, all clones were sequenced (ABI 3130XL Applied Biosystems). At least 3 embryos per genotype were tested in parallel in three independent experiments. No signal was obtained with the sense probe (data not show) * *Igf1r* probe was the generous gift of Prof. Flora de Pablo (CIB, CSIC, Madrid) ^1^References 1. Lopez-Rios J, Gallardo ME, Rodriguez de Cordoba S, Bovolenta P (1999) Six9 (Optx2), a new member of the six gene family of transcription factors, is expressed at early stages of vertebrate ocular and pituitary development. Mech Dev 83: 155–159. 2. Guillemot F, Joyner AL (1993) Dynamic expression of the murine Achaete-Scute homologue Mash-1 in the developing nervous system. Mech Dev 42: 171–185. 3. McWhirter JR, Goulding M, Weiner JA, Chun J, Murre C (1997) A novel fibroblast growth factor gene expressed in the developing nervous system is a downstream target of the chimeric homeodomain oncoprotein E2A-Pbx1. Development 124: 3221–3232. 4. Hayashi T, Cunningham D, Bermingham-McDonogh O (2007) Loss of Fgfr3 leads to excess hair cell development in the mouse organ of Corti. Dev Dyn 236: 525–533. 5. Ladher RK, Wright TJ, Moon AM, Mansour SL, Schoenwolf GC (2005) FGF8 initiates inner ear induction in chick and mouse. Genes Dev 19: 603–613. 6. Liu JP, Baker J, Perkins AS, Robertson EJ, Efstratiadis A (1993) Mice carrying null mutations of the genes encoding insulin-like growth factor I (Igf-1) and type 1 IGF receptor (Igf1r). Cell 75: 59–72.
(0.05 MB DOC) Click here for additional data file.

Table S3 Summary of antibodies used for immunohistochemistry and Western blotting. For IHC, at least 3 embryos per genotype were tested in parallel in three independent experiments. Control experiments without primary antibody were carried out for each reaction and indicated that the staining pattern was specific for antigen recognition (data not shown). ^1^Antibody type: RbP, rabbit polyclonal; MouM mouse monoclonal; GP, goat polyclonal Abbreviations: DSHB, Developmental Studies Hybridoma Bank; IHC, immunohistochemistry; WB, western blotting.
(0.06 MB DOC) Click here for additional data file.

Table S4 Differentially expressed genes in the E18.5 cochlea of the *Igf1^−/−^* mutant mouse ranked by gene ontology and biological process annotations. Genes were selected according to reported inner ear expression, their relation with deafness, biological function determined with the PANTHER and FATIGO programmes, as well as fold-change and low-variance calculated with multi-mgMOS software. nf, not described previously in the literature; nd, not determined by real-time PCR ^1^Average fold change from microarray experiments. ^2^Fold change determined by real-time PCR. nd, not determined; nv, not verified ^3^References 1. Coppens AG, Kiss R, Heizmann CW, Schafer BW, Poncelet L (2001) Immunolocalization of the calcium binding S100A1, S100A5 and S100A6 proteins in the dog cochlea during postnatal development. Brain Res Dev Brain Res 126: 191–199. 2. Kitajiri SI, Furuse M, Morita K, Saishin-Kiuchi Y, Kido H, et al. (2004) Expression patterns of claudins, tight junction adhesion molecules, in the inner ear. Hear Res 187: 25–34. 3. Fritzsch B, Pauley S, Beisel KW (2006) Cells, molecules and morphogenesis: the making of the vertebrate ear. Brain Res 1091: 151–171. 4. Chu PJ, Rivera JF, Arnold DB (2006) A role for Kif17 in transport of Kv4.2. J Biol Chem 281: 365–373. 5. Sokolowski BH, Sakai Y, Harvey MC, Duzhyy DE (2004) Identification and localization of an arachidonic acid-sensitive potassium channel in the cochlea. J Neurosci 24: 6265–6276. 6. Adamson CL, Reid MA, Mo ZL, Bowne-English J, Davis RL (2002) Firing features and potassium channel content of murine spiral ganglion neurons vary with cochlear location. J Comp Neurol 447: 331–350. 7. Langer P, Grunder S, Rusch A (2003) Expression of Ca2+-activated BK channel mRNA and its splice variants in the rat cochlea. J Comp Neurol 455: 198–209. 8. Ruttiger L, Sausbier M, Zimmermann U, Winter H, Braig C, et al. (2004) Deletion of the Ca2+-activated potassium (BK) alpha-subunit but not the BKbeta1-subunit leads to progressive hearing loss. Proc Natl Acad Sci U S A 101: 12922–12927. 9. Teijido O, Casaroli-Marano R, Kharkovets T, Aguado F, Zorzano A, et al. (2007) Expression patterns of MLC1 protein in the central and peripheral nervous systems. Neurobiol Dis 26: 532–545. 10. Previati M, Lanzoni I, Corbacella E, Magosso S, Giuffre S, et al. (2004) RNA expression induced by cisplatin in an organ of Corti-derived immortalized cell line. Hear Res 196: 8–18. 11. Bergeron AL, Schrader A, Yang D, Osman AA, Simmons DD (2005) The final stage of cholinergic differentiation occurs below inner hair cells during development of the rodent cochlea. J Assoc Res Otolaryngol 6: 401–415. 12. Ladher RK, Anakwe KU, Gurney AL, Schoenwolf GC, Francis-West PH (2000) Identification of synergistic signals initiating inner ear development. Science 290: 1965–1967. 13. Sanchez-Calderon H, Francisco-Morcillo J, Martin-Partido G, Hidalgo-Sanchez M (2007) Fgf19 expression patterns in the developing chick inner ear. Gene Expr Patterns 7: 30–38. 14. Zheng W, Huang L, Wei ZB, Silvius D, Tang B, et al. (2003) The role of Six1 in mammalian auditory system development. Development 130: 3989–4000. 15. Carroll K, Gomez C, Shapiro L (2004) Tubby proteins: the plot thickens. Nat Rev Mol Cell Biol 5: 55–63. 16. Boeda B, El-Amraoui A, Bahloul A, Goodyear R, Daviet L, et al. (2002) Myosin VIIa, harmonin and cadherin 23, three Usher I gene products that cooperate to shape the sensory hair cell bundle. Embo J 21: 6689–6699. 17. Safieddine S, Wenthold RJ (1999) SNARE complex at the ribbon synapses of cochlear hair cells: analysis of synaptic vesicle- and synaptic membrane-associated proteins. Eur J Neurosci 11: 803–812. 18. Liberman MC, Tartaglini E, Fleming JC, Neufeld EJ (2006) Deletion of SLC19A2, the high affinity thiamine transporter, causes selective inner hair cell loss and an auditory neuropathy phenotype. J Assoc Res Otolaryngol 7: 211–217. 19. Gong T-WL, I. Jill Karolyi, James MacDonald, Lisa Beyer, Yehoash Raphael, et al. (2006) Age-Related Changes in Cochlear Gene Expression In Normal and Shaker 2 Mice JARO 7: 317–328. 20. Chen J, Nathans J (2007) Estrogen-related receptor beta/NR3B2 controls epithelial cell fate and endolymph production by the stria vascularis. Dev Cell 13: 325–337. 21. Collin RW, Kalay E, Tariq M, Peters T, van der Zwaag B, et al. (2008) Mutations of ESRRB encoding estrogen-related receptor beta cause autosomal-recessive nonsyndromic hearing impairment DFNB35. Am J Hum Genet 82: 125–138. 22. Stelzer C, Brimmer A, Hermanns P, Zabel B, Dietz UH (2007) Expression profile of Papss2 (3′-phosphoadenosine 5′-phosphosulfate synthase 2) during cartilage formation and skeletal development in the mouse embryo. Dev Dyn 236: 1313–1318. 23. Leonova EV, Fairfield DA, Lomax MI, Altschuler RA (2002) Constitutive expression of Hsp27 in the rat cochlea. Hear Res 163: 61–70. 24. Groigno L, Richard-Parpaillon L, Boujard D (1999) Expression pattern of insulin receptor mRNA during Xenopus laevis embryogenesis. Mech Dev 86: 151–154. 25. Koyama M, Spicer SS, Schulte BA (1999) Immunohistochemical localization of Ca2+/Calmodulin-dependent protein kinase IV in outer hair cells. J Histochem Cytochem 47: 7–12. 26. Bok J, Wang Q, Huang J, Green SH (2007) CaMKII and CaMKIV mediate distinct prosurvival signaling pathways in response to depolarization in neurons. Mol Cell Neurosci 36: 13–26. 27. Iino Y, Kakizaki K, Katano H, Saigusa H, Kanegasaki S (2005) Eosinophil chemoattractants in the middle ear of patients with eosinophilic otitis media. Clin Exp Allergy 35: 1370–1376. 28. Goedken M, McCormick S, Leidal KG, Suzuki K, Kameoka Y, et al. (2007) Impact of two novel mutations on the structure and function of human myeloperoxidase. J Biol Chem 282: 27994–28003. 29. Watanabe K, Yagi T (2000) Expression of myeloperoxidase in the inner ear of cisplatin-treated guinea pigs. Anticancer Drugs 11: 727–730. 30. Wang IC, Chen YJ, Hughes D, Petrovic V, Major ML, et al. (2005) Forkhead box M1 regulates the transcriptional network of genes essential for mitotic progression and genes encoding the SCF (Skp2-Cks1) ubiquitin ligase. Mol Cell Biol 25: 10875–10894. 31. Zhang H, Ackermann AM, Gusarova GA, Lowe D, Feng X, et al. (2006) The FoxM1 transcription factor is required to maintain pancreatic beta-cell mass. Mol Endocrinol 20: 1853–1866. 32. Tan Y, Raychaudhuri P, Costa RH (2007) Chk2 mediates stabilization of the FoxM1 transcription factor to stimulate expression of DNA repair genes. Mol Cell Biol 27: 1007–1016. 33. Pauley S, Lai E, Fritzsch B (2006) Foxg1 is required for morphogenesis and histogenesis of the mammalian inner ear. Dev Dyn 235: 2470–2482. 34. Ruchaud S, Carmena M, Earnshaw WC (2007) Chromosomal passengers: conducting cell division. Nat Rev Mol Cell Biol 8: 798–812.
(0.21 MB DOC) Click here for additional data file.

# Supplementary material for: RNA Microarray Analysis in Prenatal Mouse Cochlea Reveals Novel IGF-I Target Genes: Implication of MEF2 and FOXM1 Transcription Factors
**Source:** PLoS One. 2010 Jan 25;5(1):e8699. doi: 10.1371/journal.pone.0008699
**Supplement:** Table S1 — Summary of inventoried TaqMan probes used for qRT-PCR. Applied Biosystems: https://products.appliedbiosystems.com/ab/en/US/adirect/ab?cmd=ABGEKeywordSearch. (0.06 MB DOC)

| **Gen symbol** | **TaqMan probes** |
| --- | --- |
| Akr1c13 | Akr1c13-Mm00657347_m1 |
| Cacna1f | Cacna1f-Mm00490443_m1 |
| Cldn18 | Cldn18-Mm00517320_m1 |
| Cntn2 | Cntn2-Mm00516138_m1 |
| Dnajb7 | Dnajb7-Mm00498649_s1 |
| Fgf15 | Fgf15-Mm00433278_m1 |
| Fibp | Fibp-Mm00517555_m1 |
| Foxg1 | Foxg1-Mm02059886_s1 |
| Foxm1 | Foxm1-Mm 00514924_m1 |
| Igf1 | Igf1-Mm00439561_m1 |
| Igf1r | Igf1r-Mm00802831_m1 |
| Igfbp2 | Igfbp2-Mm00492632_m1 |
| Igfbp3 | Igfbp3-Mm00515156_m1 |
| Ins2 | Ins2-Mm00731595_gH |
| Irs2 | Irs2-Mm03038438_m1 |
| Kcnd2 | Kcnd2-Mm00498065_m1 |
| Kif17 | Kif17-Mm00456740_m1 |
| Mash1 | Mash1-Mm03058063_m1 |
| Mef2a | Mef2a-Mm01318991_m1 |
| Mef2c | Mef2c- Mm00600423_m1 |
| Mef2d | Mef2d-Mm00504931_m1 |
| Mpz | Mpz-Mm00485139_m1 |
| Myo7a | Myo7a-Mm00485371_m1 |
| Nes | Nes-Mm00450205_m1 |
| Retnla | Retnla-Mm00445109_m1 |
| Rp1h | Rp1h-Mm00803370_m1 |
| S100g | S100g-Mm00486654_m1 |
| Scgb1a1 | Scgb1a1-Mm00442046_m1 |
| Shbg | Shbg-Mm00839856_g1 |
| Six6 | Six6-Mm00488257_m1 |
| Slc19a2 | Slc19a2-Mm00499760_m1 |
| Syp | Syp-Mm00436850_m1 |
| Trap1a | Trap1a-Mm00495785_m1 |
| Tub | Tub-Mm00499015_m1 |
| Ush1c | Ush1c-Mm00458359_m1 |
| Uts2r | Uts2r-Mm00520770_s1 |
| Vegfa | Vegfa-Mm00437304_m1 |
| Vim | Vim-Mm00449201_m1 |
| 18S | 18S-Hs99999901_s1 |

# Supplementary material for: RNA Microarray Analysis in Prenatal Mouse Cochlea Reveals Novel IGF-I Target Genes: Implication of MEF2 and FOXM1 Transcription Factors
**Source:** PLoS One. 2010 Jan 25;5(1):e8699. doi: 10.1371/journal.pone.0008699
**Supplement:** Table S2 — Summary of cDNAS used to generate the in situ hybridization probes. Prior to the in situ hybridization, all clones were sequenced (ABI 3130XL Applied Biosystems). At least 3 embryos per genotype were tested in parallel in three independent experiments. No signal was obtained with the sense probe (data not show) * Igf1r probe was the generous gift of Prof. Flora de Pablo (CIB, CSIC, Madrid) 1References 1. Lopez-Rios J, Gallardo ME, Rodriguez de Cordoba S, Bovolenta P (1999) Six9 (Optx2), a new member of the six gene family of transcription factors, is expressed at early stages of vertebrate ocular and pituitary development. Mech Dev 83: 155–159. 2. Guillemot F, Joyner AL (1993) Dynamic expression of the murine Achaete-Scute homologue Mash-1 in the developing nervous system. Mech Dev 42: 171–185. 3. McWhirter JR, Goulding M, Weiner JA, Chun J, Murre C (1997) A novel fibroblast growth factor gene expressed in the developing nervous system is a downstream target of the chimeric homeodomain oncoprotein E2A-Pbx1. Development 124: 3221–3232. 4. Hayashi T, Cunningham D, Bermingham-McDonogh O (2007) Loss of Fgfr3 leads to excess hair cell development in the mouse organ of Corti. Dev Dyn 236: 525–533. 5. Ladher RK, Wright TJ, Moon AM, Mansour SL, Schoenwolf GC (2005) FGF8 initiates inner ear induction in chick and mouse. Genes Dev 19: 603–613. 6. Liu JP, Baker J, Perkins AS, Robertson EJ, Efstratiadis A (1993) Mice carrying null mutations of the genes encoding insulin-like growth factor I (Igf-1) and type 1 IGF receptor (Igf1r). Cell 75: 59–72. (0.05 MB DOC)

| **cDNA** | **Antisense probe** | **Sense probe** | **References** |
| --- | --- | --- | --- |
| ***Six6*** | EcoRI/T7 | HindIII/T3 | [1]1 |
| ***Mash1*** | Xba1/Sp6 | BsaI/T7 | [2] |
| ***Fgf15*** | Not1/T7 | NcoI/Sp6 | [3] |
| ***Fgfr3*** | Xho1/T3 | EcoR1/T3 | [4] |
| ***Fgf8*** | EcoRI/T3 | BamHI/T7 | [5] |
| ***Igf1*** | XbaI/T3 | HindIII/T7 | [6] |
| ***Igf1r*** | HindIII/T7 | NotI/Sp6 | de Pablo, F* |

# Supplementary material for: RNA Microarray Analysis in Prenatal Mouse Cochlea Reveals Novel IGF-I Target Genes: Implication of MEF2 and FOXM1 Transcription Factors
**Source:** PLoS One. 2010 Jan 25;5(1):e8699. doi: 10.1371/journal.pone.0008699
**Supplement:** Table S3 — Summary of antibodies used for immunohistochemistry and Western blotting. For IHC, at least 3 embryos per genotype were tested in parallel in three independent experiments. Control experiments without primary antibody were carried out for each reaction and indicated that the staining pattern was specific for antigen recognition (data not shown). 1Antibody type: RbP, rabbit polyclonal; MouM mouse monoclonal; GP, goat polyclonal Abbreviations: DSHB, Developmental Studies Hybridoma Bank; IHC, immunohistochemistry; WB, western blotting. (0.06 MB DOC)

| *Antibody* | *Type1* | *Source/Cat #* | *Concentration* |
| --- | --- | --- | --- |
| **3A10** | MouM | DSHB/3A10 | 1:5 (IHC) |
| **β-actin** | MouM | Sigma/A5441 | 1:1000 (WB) |
| **Akt1/2** | GP | Santa Cruz/SC-1619 | 1:1000 (WB) |
| **phospho-AktSer473** | RbP | Cell Signalling/9271 | 1:1000 (WB) |
| **ERK MAPK** | RbP | Cell Signalling/9102 | 1:1000 (WB) |
| **phospho-ERK MAPK** | RbP | Cell Signalling/9101 | 1:1000 (WB) |
| **FoxM1** | RbP | Santa Cruz/SC-500 | 1:1000 (WB) |
| **histone H3** | MouM | Upstate/05-499 | 0.5μg/ml (WB) |
| **IGF-IR (Tyr 1165/1166)** | RbP | Santa Cruz/SC-101704 | 1:50 (IHC)/1:1000 (WB) |
| **IGF-IR** | RbP | Santa Cruz/SC-713 | 1:50 (IHC)/1:1000 (WB) |
| **IRS2** | RbP | Upstate/06-506 | 1:400 (IHC)/1:1000 (WB) |
| **Kir4.1** | RbP | Chemicon/AB5818 | 1:200 (IHC) |
| **MEF2A** | RbP | Santa Cruz/SC-313 | 1:50 (IHC)/1:1000 (WB) |
| **MEF2C** | GP | Santa Cruz/ SC13266 | 1:50 (IHC)/1:250 (WB) |
| **MEF2D** | MouM | BD Bioscience/610774 | 1:1000 (IHC)/1:1000 (WB) |
| **Myelin Basic Protein** | RbP | Biotrend/BT300-0082 | 1:200 (IHC) |
| **MyosinVIIa** | RbP | Proteus Biosciences/25-6790 | 1:150 (IHC) |
| **p27Kip1** | MouM | BD Bioscience/610241 | 1:2500 (WB) |
| **P38 MAP Kinase** | RbP | Cell Signalling/9212 | 1:1000 (WB) |
| **phospho-P38 MAPK** | MouM | Cell Signalling/9216 | 1:2000 (WB) |
| **p75** | RbP | Promega/G3223 | 1:500 (IHC) |
| **Prox1** | RbP | Chemicon/AB5475 | 1:1000 (IHC) |

How the deposited data were processed for this re-analysis (not part of the article)

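Processed values of 2 Affymetrix MOE430A arrays, both from mouse cochleae at E18.5, were analysed. The labels of the arrays contradict each other: the array titled +/+ carries a source name and a description of the null genotype, and the array titled −/− carries those of the wild type. The paper lists no arrays by name, so the genotype was left open, both arrays are named by their titles, and all differences are the array titled −/− minus the array titled +/+. The labels give 8 cochleae per array, and the paper gives pools of 2 embryos with 3 pools per genotype. The other cochlear arrays and the lung arrays were not used here.

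The authors labelled cRNA with biotin, hybridised it and scanned the arrays. Their methods name MAS5.0 and RMA for a first analysis and multi-mgMOS of the PUMA package for the levels used, without versions, and which of these made the deposited values is not given in the sources used here. The deposited values are log2 levels per probe set, from 0 to 13.67, with the lowest ones listed at exactly 0. The base of 2 was read from the values: the largest lie below the log2 of the largest 16-bit intensity, 16, and above its natural log, 11.09. Centring and the scaling between the arrays are not stated. A level below about 5 is close to background, and there the difference between 2 probe sets of the same gene varied most.

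Of 22690 probe sets, 64 were control probe sets and were left out of all counts. Of the rest, 20380 are paired with 1 gene symbol, 691 with several and 1555 with none in the platform annotation. Symbols were checked through their gene identifiers against the RefSeq gene table of GRCm38.p6, in which 20364 probe sets matched. No gene was named from a probe set with several symbols, 12393 genes were measured, and no coordinates were used. Of a gene with several probe sets, that of the highest mean level was used. Differences were centred on their median, 0.022. With 1 array per title there is no replicate, so no test, p-value or paired analysis was made. With arrays, their number limits the precision, and 1 value per title gives no error. As a measure of how unusual a difference is, the share of the 1000 probe sets nearest in mean level with a difference at least as large was computed, a measure added after the values were seen. This share is a description of these 2 arrays.

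The genes named are those the paper names for the arrays, the 10 largest differences in each direction among genes with a level above the median of all genes, and members of each gene list taken from the 4 of the highest level, not all of which are named. A few further list members were chosen after their values were seen, namely *Syn1*, *Scgb3a2*, *Ager*, *Eno3*, *Myh1*, *Pvalb*, *Myh4*, *Prl*, *Cga*, *Apoa2*, *Prox1*, *Aqp4* and *Bsnd* and the genes named beside a count of 5 or fewer. *Irs1*, *Igfbp6* and *Igfbp7* of the IGF system are named outside the rule for named genes. The values of Table S4 had been read before this rule was set. 54 gene lists with 744 entries, of which 649 were measured, were fixed before the data were examined, as were the rule for named genes, the measures and all alternatives except those described as added later. For each list the median difference and its percentile among 10000 random lists of the same size, matched on mean level in 20 bins, are given.

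The alternatives were differences without centring, quantile normalization, loess of the difference on the mean level with a span of 0.3, values below the 25th percentile raised to it, only levels above the median (over probe sets, 6.60, for the counts and the SD, and over genes, 7.10, for gene lists and Table S4), the mean over all probe sets of a gene, probe sets ending in _x_at or _s_at left out, genes in place of probe sets, and a size limit of 2 in place of 1. For Table S4, the probe set with the largest difference, only genes above 0 on both arrays and the genotypes of the source names in place of those of the titles were added after the data were seen. The steps were tested on simulated arrays. For 107 probe sets changed by 1 log2 unit and 93 changed by 2, the median error of the estimated difference was 0.005 and 0.008. All of these probe sets lay in the upper range of levels. Of 100 lists of 15 genes without a change, 97% lay inside the central 95% of random lists. This does not test the percentiles of lists whose members vary together or share genes with other lists. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. A search for MEF2 sites in promoters was planned but needs a genome sequence, which was not used here.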

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

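The lists of lung epithelium, pituitary, skeletal muscle, endothelium, adipocytes, liver, tectorial membrane, Schwann cells and myelin, otic mesenchyme and fibrocytes, and sterol synthesis are given here. The paper does not analyse these lists, and each had a median difference (array titled −/− minus array titled +/+) in the lowest or highest 0.5% of matched random lists, both as deposited and after centring, quantile normalization or loess, a rule set after the data had been explored. The list of lung epithelium holds 1 gene of Table S4, *Cldn18*, and the paper names muscle contraction and the metabolism of lipids and steroids among the functions of its differing genes. The other lists named here served as tests and were not held to this rule. No control comparison was made, as the other arrays of the study were not used here. Of the 54 first lists, 18 lay outside the central 95% of random lists, against 2.7 for a share of 5%. Many of these lists share genes and are not independent, so this comparison is no test. The 3 patterns weighed here were noticed in the data. The tests of scaling, of the growth hormone axis and of fast muscle were chosen after their results or most of the values behind them were seen, and the tests on other lung and other pituitary genes before the values of those genes were seen, while the rule that members going both ways leave a test open was applied to them afterwards.

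Genes of lung epithelium were lower on the array titled −/−, with a median of −1.34 over 14 genes. The secretory genes *Scgb3a2* and *Scgb1a1* were at 8.39 and 4.76 and at 6.45 and 1.15 on the arrays titled +/+ and −/−, and *Ager*, of alveolar cells, at 5.27 and 1.53, while of the 3 genes of the highest level *Sftpc* differed by −3.49 and *Cyp2f2* and *Abca3* by −0.11 and −0.19. Scaling or background as the whole cause is argued against, since the list median was −1.20 or lower under all 5 settings of scaling, though it was −0.19 for these 3 genes, the only ones above the median level of all genes. RNA from lung tissue in 1 library is a possible explanation, as the paper also hybridised lung RNA from the same mice or their siblings, and it stays open: of 12 other lung genes below the median of the array titled −/−, 5 (*Foxa2*, *Rtkn2*, *Elf5*, *Aqp5* and *Tbx4*) were below −0.5 and 1 (*Shh*) was above 0.5, with a median of −0.43 at percentile 2.8 of random lists under the same limit. Random lists without that limit, drawn first and replaced once their result was seen, gave percentile 0.96. That first result lay outside the central 95% of random lists, on the side that lung RNA predicts. The percentile of 2.8 lay inside that range, so the outcome depends on which random lists are used. The limit itself favours negative differences, and the genotype also remains as an untested biological explanation.

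Of 7 pituitary genes, 4 were higher on the array titled −/− and 3, among them *Prl* at −1.71, were lower, with a list median of 1.46 that became 0 with values raised to the 25th percentile. *Gh*, the pituitary gene of the highest level, had a difference of at least 1.87 under all 5 settings of scaling, which argues against scaling or background for *Gh*. RNA from pituitary tissue could not be decided, since 9 other pituitary genes below the median of the array titled +/+ went both ways, with a median at percentile 45.5 of random lists under the same limit (53 without it), below the middle set beforehand as the bound against this explanation but by less than the spread among random lists. Feedback on the growth hormone axis alone is also open: of 6 pituitary genes outside that axis and above 0 on both arrays, 2, *Pomc* at 1.46 and *Tshb* at 1.83, were above 0.5 and 3, *Lhb*, *Fshb* and *Gnrhr*, were below −0.5, with a median of −0.27, while *Cga*, listed at 0 on the array titled +/+ and left out by that limit, differed by 2.08 and brings the median to 0.20. The genotype was not tested.

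Skeletal muscle genes were higher on the array titled −/−, with a median of 0.70 over 17 genes, and slow muscle genes, listed after the data were seen, had a median of 1.16. Scaling or background as the whole cause is argued against, since the slow list stayed at 1.16 or above under all 5 settings. A larger share of skeletal muscle of every fibre type in the dissected tissue is a candidate explanation, since fast muscle genes had a median of 0.69, with *Mylpf* at 11.44 and 12.12 and *Tnnc2* at 11.30 and 12.02 on the arrays titled +/+ and −/−. Of the 11 fast muscle genes, 7 also stand in the skeletal muscle list, and of the others *Eno3* differed by 0.73, *Myh1* by 0.41, *Pvalb* by 0.045 and *Myh4*, at 0.12 and 2.29 near the floor, by 2.15. Since the slow list was drawn up after the data were seen, the fast and slow medians are not compared, and a difference by genotype remains open and untested.

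Endothelial genes had a median of 0.28, and of 0.16 at percentile 98.5 for genes above the median level, with *Emcn*, *Kdr*, *Cldn5* and *Cdh5*, those of the highest level, at −0.29, 0.032, 0.49 and 0.22. Adipocyte genes had a median of 0.64, with *Fabp4* at 0.71 and *Lpl* at 0.64. Liver genes, among them albumin and transthyretin, had a median of −1.47, with *Alb* at −1.94 and *Afp* at −4.26 but *Apoa2* at 1.06. This median was −0.67 without probe sets ending in _x_at or _s_at and −0.66 with values raised to the 25th percentile. Of the 6 liver genes, only transthyretin, *Ttr*, was above the array median, at 12.32 and 11.34 on the arrays titled +/+ and −/−. Which tissue these values came from was not tested. Genes of the tectorial membrane had a median of −0.21, with *Col11a2* at −0.068, *Tecta* at −0.52, *Tectb* at −0.64 and *Otog* at 0.03. Genes of Schwann cells and myelin had a median of −0.18, and the 4 of the highest level, *Pmp22*, *Fabp7*, *Cnp* and *Mbp*, went both ways at 0.094, 0.30, −0.22 and −0.72. Genes of otic mesenchyme and fibrocytes had a median of −0.13, while the 3 of the highest level, *Col1a2*, *Col3a1* and *Col1a1*, were higher at 0.096, 0.069 and 0.19 and the next, *Otor*, was at −0.22. Genes of sterol synthesis had a median of −0.16, with *Hmgcs1*, *Fdft1*, *Stard4* and *Fdps*, those of the highest level, at −0.012, −0.091, −0.18 and −0.16.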

How the results depend on the processing

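The settings with the probe set of the largest difference, with only genes above 0 on both arrays and with the source names in place of the titles, and the added gene lists, were chosen after the data were seen. The number of arrays and the levels near background limit these results. For the counts beyond the size limit, 1418 higher on the array titled −/− and 1140 higher on the array titled +/+ became 194 and 112 with values raised to the 25th percentile, 33 and 10 for levels above the median of all probe sets, 686 and 504 over genes, which are fewer and are each read from their probe set of the highest level, and 371 and 321 at a limit of 2. The other settings left both counts within 1.5 times. The SD between probe sets of a gene, 0.61, was 0.13 for levels above the median and 0.64 without probe sets ending in _x_at or _s_at. Of the Table S4 genes, 7 were beyond 1 and 17 had the sign of the table if the titles hold. These numbers were 1 and 9 with values raised to the 25th percentile and 0 and 0 among the genes above the median level of all genes, where the Pearson correlation across genes was 0.77 over 4 genes in place of 0.43. With the probe set of the largest difference, 12 genes were beyond 1 and the correlation was 0.25. If the source names hold, 13 genes had the sign of the table and the correlation was −0.43. The 3 *Igf1* probe sets kept their direction under no centring, quantile normalization, loess and the raised values, at −0.44 to −0.39, −0.76 to −0.73 and −0.59 to −0.55. Between 15 and 21 gene lists lay outside the central 95% of random lists under the alternatives. Of 400 list medians under an alternative, 340 moved by less than the SD of matched random lists, and 59 by more, and 19 medians, of 13 lists, changed sign. Of these, only the other lung genes, an added list that turned to 0.038 for levels above the median, lay outside the central 95% before. The largest changes of sign were those of the lists of bone, at 0.42 for levels above the median, and of the bHLH and sine oculis homeobox families, at 0.19 as a mean over probe sets. Of 508 values of named genes, 476 moved by less than the SD between probe sets at their level, and 31 by more, and 15 values, of 9 genes, changed sign. As a mean over its probe sets *Rp1* turned to −0.85, *Slc19a2* to 0.87, *Syp* to −1.27 and *Igfbp7* to 0.59, and the smaller differences of *Foxm1*, *Incenp*, *Igf2*, *Mef2d* and *Myo7a* also changed sign under some alternative. The cause of these changes was not tested. No paired analysis was possible because there is 1 array per title. The search for MEF2 sites, with a wider consensus and a shorter window as its alternatives, was not run.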

Differences from the paper's values

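The paper's array values in Table S4 rest on all of its cochlear arrays and on the PUMA estimates, while the values here are the log2 differences between the 2 deposited columns, with the titles taken at their word and the probe set of the highest level. Whether a column holds 1 array or a summary of several, and which software made it, is not given in the sources used here. The methods of the paper tie a positive fold change to the wild type, and its text gives genes with positive values in Table S4, such as *Six6* and *Foxm1*, as higher in the null. The signs are read here as in the text. If the source names hold instead, each sign here turns, a reading run as an alternative after seeing the values. Of 31 genes compared, 24 differed from Table S4 in sign or by more than the SD between probe sets of a gene at their level. That SD comes from the same 2 arrays and leaves out variation between RNA pools, so it gives a description and no test. The other 7 genes did not differ by it: *Retnla*, *Mlc1*, *Six6*, *Rp1*, *Rorb*, *Insr* and *Camk4*. These 7 have mean levels below 5.06, where that SD is 1.18, so a wide range of differences would pass. *Mlc1* and *Six6* are listed at 0 on the array titled +/+, so their differences are set by the floor, and with values raised to the 25th percentile only *Insr* and *Camk4* of the 7 still did not differ. Among genes that the paper gives as lower in the null and that were higher on the array titled −/−, the difference here was 0.90 for *Kcnd2*, where the paper gives −1.3, 1.78 for *Kcnmb1*, where the paper gives −1.1, and 0.14 for *Alox12*, where the paper gives −1.8. Further differences here were 0.48 for *Slc5a7*, where the paper gives −2.2, 0.63 for *Tub*, where the paper gives −2.3, and 0.029 for *Fibp*, where the paper gives −3.5. Others were 0.056 for *Kif17*, where the paper gives −2.9, 0.24 for *Papss2*, where the paper gives −1, and 0.58 for *Hspb1*, where the paper gives −1.1. The last was 0.16 for *Incenp*, where the paper gives −2.2. Among genes lower in both, the difference here was −1.88 for *Cldn18*, where the paper gives −6.0, −0.15 for *Cacna1f*, where the paper gives −2.1, and −0.45 for *Slc18a3*, where the paper gives −1.7. Next were −0.20 for *Vamp1*, where the paper gives −2.0, −0.38 for *Slc19a2*, where the paper gives −1.4, and −0.60 for *Esrrb*, where the paper gives −1.9. The last was −3.25 for *Ccl11*, where the paper gives −1.5. *S100g* was listed at 0 on both arrays here, where the paper gives −4.1. No difference could be measured for it, and it counts among the 24 only because every setting gives 0. Among genes that the paper gives as higher in the null and that were lower on the array titled −/−, the difference here was −0.45 for *Akr1c13*, where the paper gives 3.1, −0.12 for *Il13ra1*, where the paper gives 1.9, and −2.81 for *Mpo*, where the paper gives 1.2. Among those higher in both, the difference here was 0.92 for *Fgf15*, where the paper gives 3.6, 0.60 for *Ush1c*, where the paper gives 1.4, and 0.25 for *Foxm1*, where the paper gives 1.5. *Fgf15* was listed at 0 on the array titled +/+, so its difference rests on the floor. For *Foxm1* the text of the paper gives 1.7, which also differs from 0.25.

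No alternative, whether set before the data were examined or added later, brought 21 of the 24 genes, *S100g* among them, to the paper's value. With values raised to the 25th percentile, *Kcnmb1* was at the raised floor on both arrays, a difference of 0 that lies within the SD of the paper's −1.1. With the source names in place of the titles, 30 of the 31 genes differed, and only *Kcnmb1*, then at −1.78, did not. With the probe set of the largest difference, chosen after seeing the values, *Cldn18* at −5.03 and *Esrrb* at −1.86 did not differ from the paper's values. That probe set of *Cldn18* is listed at 0 on the array titled −/−, and no gene of Table S4 drops out under this setting. The remaining alternatives did not bring these 3 genes there.

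The paper gives 64 genes as higher and 167 as lower in the null, at a size limit of 1 together with the PPLR criterion. At the size limit alone, without that criterion, 1418 probe sets were higher and 1140 lower on the array titled −/−. The higher count differed under every alternative set before the data were examined, with 194 for values raised to the 25th percentile and 33 for levels above the median. The lower count came within 1.5 times of the paper's at 112 with values raised to the 25th percentile, and not under the others. The paper reports more genes lower than higher in the null, and here more probe sets were higher than lower on the array titled −/− under each of these settings. If the source names hold, 1140 probe sets were higher and 1418 lower in the null, an excess in the paper's direction, and both counts differ from the paper's.

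By qRT-PCR, on other samples, the paper did not find *Ins2* in the cochlea, and on the arrays *Ins2* was at 3.99 on the array titled +/+ and 5.02 on the array titled −/−. These levels are close to background and come from 1 probe set, which ends in _x_at, and 17.5% of probe sets of like level differed as much.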

Other observations

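The lists described as added were chosen after the data were seen. All differences here are the array titled −/− minus the array titled +/+, and percentiles are those of a list median among 10000 matched random lists. Of 16 measured hair cell genes 8 were below 0 and the median was −0.038 at percentile 22.4, with *Myo7a* at 0.0076, *Myo6* at −0.18 and *Otof* at 0.17. Supporting cell genes had a median of −0.075 at percentile 7.16, with *Fgfr3* at 0.11, *Sparcl1* at −0.23 and, closer to background, *Prox1* at −0.75. Cartilage genes of the otic capsule had a median of 0.0069 at percentile 51, with *Col2a1* at 0.015 and *Col9a1* at 0.0048. This median was −0.062 at percentile 6.56 after quantile normalization and −0.047 at percentile 12.3 after loess. Bone genes had a median of −0.063 at percentile 21.6, and of 0.42 at percentile 99.98 for the 4 genes above the median level of all genes, while *Ibsp* and *Mmp13*, expressed by bone-forming and hypertrophic cells, both differed by 0.91. Osteoclast genes had a median of 0.24 at percentile 91.5, with *Mmp9* at 0.50 and *Acp5* at −0.50. This median was 0.0018 at percentile 77.8 with values raised to the 25th percentile. Leukocyte genes had a median of 0.035 at percentile 71.6, with *Csf1r* at −0.067 and *Tyrobp* at 0.067. Genes of the vestibular and endolymphatic epithelia had a median of −0.46 at percentile 2.82, with *Oc90* at 0.073 and *Slc26a4* at 0.25.

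All 11 measured genes of the hindbrain and cerebellum were higher on the array titled −/−, with a percentile of 99.2, led in level by *Zic1* at 9.33 and 10.33 on the arrays titled +/+ and −/−, and *Zic4* differed by 0.85. For genes of astrocytes and oligodendrocytes, a list that also holds *Mlc1*, the percentile was 99.7, with *Olig1* at 6.22 and 7.54 on these arrays and *Aqp4* differing by 0.22. Forebrain and neural progenitor genes had a median of 0.25 at percentile 94.6, with *Fabp7* at 0.30. Genes of the olfactory epithelium, lens, epidermis, ciliated epithelium and secretory epithelium of airway and middle ear had medians of 0.46 at percentile 89.2, −0.022 at percentile 37.1, 0.0017 at percentile 48.2, 0.17 at percentile 65.2 and −0.022 at percentile 38.5, and the epidermis median was 0.23 at percentile 98.7 for its 4 genes above the median level. In the added lists, choroid plexus genes had a median of −0.35 at percentile 3.39. With values raised to the 25th percentile that median was −0.049 at percentile 6.68. Cardiac muscle genes, also an added list, had a median of 0.84 at percentile 99.8, with 2 of 8 genes above 1 and 2 below −1. The added list of 19 other lung genes had a median of −0.13 at percentile 1.69 that was −0.053 at percentile 12.9 as a mean over probe sets and 0 with values raised to the 25th percentile, that of 12 other pituitary genes 0.14 at percentile 75.4, and that of pituitary genes outside the growth hormone axis 0.20 at percentile 64.

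In the IGF system, *Igf2* was at 13.12 and 13.20 on the arrays titled +/+ and −/−, *Igf1r* at 8.50 and 8.73, *Igfbp2* at 11.17 and 11.10 and *Igfbp3* at 9.81 and 9.54, and the binding protein genes *Igfbp4*, *Igfbp5* and *Igfbp6* differed by −0.035, −0.13 and 0.62. The receptor substrate genes *Irs1* and *Irs2* differed by 0.12 and 0.63, and the median of the list was −0.02 at percentile 32.5. Of the MEF2 family, *Mef2a*, *Mef2c* and *Mef2d* were at levels of 9.98 and 9.88, 9.88 and 9.71 and 8.72 and 8.79, and differed by −0.12, −0.18 and 0.048, while *Mef2b* differed by −0.68 at a level below 4. The weaker probe sets of *Mef2c* went both ways, at 0.020, 0.094, 0.064 and −0.044. The family median was −0.15 at percentile 5.44. It was −0.058 at percentile 31.4 as a mean over probe sets and −0.049 at percentile 13.5 with values raised to the 25th percentile. The genes whose promoters the paper compared had a median of 0.60 at percentile 97.3, and of 0 at percentile 49.9 with values raised to the 25th percentile, and they were chosen by the paper on its own arrays. The same holds for the genes it draws on the cochlear duct in Fig. 8, with 0.13 at percentile 83.8 (0.48 at percentile 98.5 as a mean over probe sets). It also holds for the genes it tested by qRT-PCR, with 0.13 at percentile 81.5, and those found in cochlea and lung, with −0.086 at percentile 24.2. The TaqMan panel of the paper had a median of 0.0076 at percentile 50.2. It also includes probes for the IGF system, and 15 of its 35 measured genes are in Table S4.

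Of 15 measured genes downstream of FOXO factors, 9 were higher and 6 lower on the array titled −/−, with a median of 0.14 at percentile 98.6. Those of the highest level, *Txnip*, *Bnip3*, *Sesn3* and *Sod2*, went both ways at 0.19, −0.14, −0.21 and 0.14. Genes that respond to ERK signalling had a median of −0.075 at percentile 9.5, in which *Egr1*, *Fos* and *Fosb* were below −1 and *Egr3*, *Etv4* and *Spry4* above 1, with *Jun* at −0.22. This median was −0.22, below that of all matched random lists, for the 11 genes above the median level. Of these 11, *Dusp6*, *Spry1* and *Spry2* went the other way, at 0.22, 0.27 and 0.20, and the others were lower. The median of the whole list was −0.12 at percentile 2.04 without probe sets ending in _x_at or _s_at. Cyclin-dependent kinase inhibitor genes had a median of −0.11 at percentile 7.61, with *Cdkn1a* at 0.31 and *Cdkn1c* at −0.13. The lists of heat shock proteins and endoplasmic reticulum stress had medians of 0.0047 at percentile 50.6 and 0.039 at percentile 66.5. The latter was −0.077 at percentile 11.5 for levels above the median. Hypoxia and glycolysis had −0.046 at percentile 17.4, and −0.15 at percentile 0.57 as a mean over probe sets. Cytosolic ribosomal proteins had 0.051 at percentile 88.4, and −0.0081 at percentile 51.5 after quantile normalization. FGF signalling had 0.11 at percentile 93.1, and 0.028 at percentile 68.2 as a mean over probe sets. The chromosomal passenger complex had 0.045 at percentile 66.9 over 3 genes, and −0.089 as a mean over probe sets. Of the sex-linked genes, *Xist* at 11.19 and 11.31 and the Y-linked *Eif2s3y* at 7.17 and 7.21 were present on both arrays, and the list median was −0.10 at percentile 15.8. Where many members of a list lie near background, raising values to the 25th percentile took the list median to 0, for 21 of 61 lists. In this section these are the lists of the IGF system, hair cells, leukocytes, forebrain, olfactory epithelium, lens, ciliated and secretory epithelium, vestibular epithelia, FGF signalling, other lung and other pituitary genes and pituitary genes outside the growth hormone axis, and those of the paper's promoter, Fig. 8, qRT-PCR and TaqMan genes. The spike-in controls added at hybridisation differed by a median of 0.12 and the polyA controls by −0.27.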
